# A non-canonical Raf function is required for dorsal–ventral patterning during *Drosophila* embryogenesis

**DOI:** 10.1038/s41598-022-11699-3

**Published:** 2022-05-10

**Authors:** Jay B. Lusk, Ellora Hui Zhen Chua, Prameet Kaur, Isabelle Chiao Han Sung, Wen Kin Lim, Vanessa Yuk Man Lam, Nathan Harmston, Nicholas S. Tolwinski

**Keywords:** Cell lineage, Epithelial-mesenchymal transition

## Abstract

Proper embryonic development requires directional axes to pattern cells into embryonic structures. In *Drosophila*, spatially discrete expression of transcription factors determines the anterior to posterior organization of the early embryo, while the Toll and TGFβ signalling pathways determine the early dorsal to ventral pattern. Embryonic MAPK/ERK signaling contributes to both anterior to posterior patterning in the terminal regions and to dorsal to ventral patterning during oogenesis and embryonic stages. Here we describe a novel loss of function mutation in the Raf kinase gene, which leads to loss of ventral cell fates as seen through the loss of the ventral furrow, the absence of Dorsal/NFκB nuclear localization, the absence of mesoderm determinants Twist and Snail, and the expansion of TGFβ. Gene expression analysis showed cells adopting ectodermal fates much like loss of Toll signaling. Our results combine novel mutants, live imaging, optogenetics and transcriptomics to establish a novel role for Raf, that appears to be independent of the MAPK cascade, in embryonic patterning.

## Introduction

A central question of embryonic development is how fates are assigned to thousands of cells within the three-dimensional structure of an egg or embryo. Along the dorsal–ventral axis, the early *Drosophila* embryonic cell fates are determined by the Toll and Dpp/TGFβ pathways, where cells with active Toll adopt a ventral cell fate, and cells with active TGFβ adopt a dorsal cell fate^1–3^. EGF signaling patterns the neuroectoderm in more lateral cells^4^, and the combination of EGF, TGFβ and Toll signals establish the dorsal–ventral (D/V) axis in early embryos^4–7^.

The EGF signaling pathway is one of the most studied signal transduction cascades in development and disease. The signaling cascade begins with *Epidermal Growth Factor (EGF) receptor (EGFR* or *Der* in *Drosophila)* a transmembrane receptor tyrosine kinase which, among other functions, activates the small GTPase Ras, initiating the Mitogen Activated Protein Kinase (MAPK) cascade through the activation of the Raf kinase^8,9^. *EGFR*’s *faint little ball* phenotype, which is characterized by the loss of ventral and terminal structures, highlights the importance of the pathway and its components in assigning cell fates^10–13^.

The Raf kinase acts downstream of multiple receptor tyrosine kinases in establishing *Drosophila*’s body axes. For example, Raf’s kinase activity downstream of the *torso* receptor tyrosine kinase (RTK) is essential for patterning anterior and posterior termini in the embryo^14,15^. In follicle cells, the *Torso-like* ligand is only expressed in polar populations. Thus, during embryogenesis, Torso RTK patterning is localized to terminal regions. During early development of the embryo, the ligand binds to Torso and activates Raf, leading to transcriptional activation of zygotic genes *tailless*, *huckebein*, and repression of *bicoid* target genes, such as *hunchback* and *orthodenticle*. The genes then determine cellular fates at the anterior/posterior termini, giving rise to specialized structures at the terminal regions of the larva^16^. Embryos lacking either maternal *Raf* or *Tor* activities demonstrate significant aberrations in anteroposterior patterning, including loss of hindgut and posterior midgut structures, derivatives of abdominal segments 8–10, specific head skeletal structures, and Malphigian tubules^17–19^.

Raf also acts downstream of EGFR to determine ventral ectodermal and lateral fates during embryogenesis^20–22^. Without EGFR activity, embryos will display the *faint little ball* phenotype, characterized by the presence of only the dorsal hypoderm in cuticles and a loss of ventral and terminal structures^10–13^. As Raf works downstream of EGFR in developing the ventral ectoderm, a constitutively active Raf can bypass defective *EGFR* and rescue the *faint little ball* phenotype^15^.

Raf also plays other roles in development. For instance, Raf acts upstream of *seven-in-abstentia* (*sina*) and downstream of Ras and receptor tyrosine kinase *sevenless* (*sev*) in the Sev pathway to establish R7 photoreceptor cells in the eye^23–25^. Constitutively activated Raf can induce R7 development in the *sevenless* phenotype that lacks R7 in every ommatidium of the eye^24^. After development, EGFR signaling plays a multitude of roles ranging from wound healing to homeostasis in both vertebrates and *Drosophila*^26–28^.

Raf is essential for establishing dorsoventral cell fates during oogenesis. During oogenesis, the asymmetrically anchored oocyte nucleus defines a presumptive dorsal region that contains high levels of Gurken, a transforming growth factor (TGF-α) ligand that activates EGFR in the dorsal oocyte follicular epithelium^29–32^. The activating signal from Gurken is then transduced through the classical MAPK cascade, leading to the transcription of a variety of target genes, such as *rhomboid*^33^. Rhomboid is then apically localized in the dorsal follicle cells on the anterior side of the egg chamber. It is required to induce dorsal cell fates in the oocyte and consequently in the embryo^34^. *Rhomboid* also activates another EGFR ligand, Spi, through an intracellular cleavage mechanism^33^. At the maximum level of EGF signaling, located at the dorsal midline, the EGF repressor *argos* is expressed, with the end result being two stripes of *rhomboid* expression which surround the dorsal midline, thereby generating a complex dorsal–ventral pattern in the follicle cells which will later influence embryonic development^35,36^.

The Gurken activated EGF pathway represses *pipe* in the dorsal region follicle layer of the oocyte^31,37^. When the egg is fertilized, Pipe in the ventral region of the embryo facilitates a proteolytic cascade that results in the release of Spätzle. Spätzle then activates the Toll pathway receptor and delimits and orients the dorsoventral axis of the embryo^38^. Above all, EGF signaling in the maternal follicle cells is required to repress ventral cell fates and is sufficient to induce dorsal cell fates in the oocyte. More specifically, contacts between the follicle cells and the oocyte during oogenesis can cause limited activation of EGFR in the oocyte, which represses ventral cell fates in the developing oocyte^33,39,40^. This initial dorsal–ventral polarity of the oocyte later becomes important in the dorsal–ventral patterning of the fertilized embryo.

Once the Toll receptor has been activated by Spätzle, the *Drosophila* homologue of myeloid differentiation primary response 88 (*dMyD88* or *krapfen (kra))* binds directly to Toll and interacts with the death domain of a downstream protein called Tube^41,42^. Tube, the orthologue of mammalian Interleukin-1 receptor associated kinase 4 (IRAK-4), is a short protein containing an N-terminal death-domain, and a C-terminal Tube repeat domain that participates in protein–protein interactions^43^. Unlike mammalian IRAKs, Tube does not have a kinase domain and relies instead on Pelle kinase to transduce the Toll signal. The Tube/MyD88 complex binds to Pelle, Pelle is autophosphorylated, which is required for Toll signal transduction^44,45^. IκB-α (*Drosophila* Cactus), in the absence of Toll signaling, binds to RelA/NF-κB (*Drosophila* Dorsal) sequestering NF-κB in the cytoplasm, leading to NF-κB degradation^46^. Phosphorylation of IκB-α leads to its degradation, which releases NF-κB, allowing NF-κB to translocate to the nucleus to initiate transcription^47^. In mammals, the IκB kinase (IKK) complex is composed of two kinases (IKKα and IKKβ) and a regulatory NEMO subunit^48^. The canonical (pro-inflammatory response) pathway is activated by phosphorylation of IKKβ, and the non-canonical pathway (associated with lymphoid cell proliferation) is activated by phosphorylation of IKKα, which itself is activated by a distinct upstream kinase called the NF-κB-inducing kinase (NIK), which is a member of the Map Kinase Kinase Kinase family (MAP3K14)^49,50^. The *Drosophila* Toll pathway uses a different IKK complex^51^, where the kinase Pelle can fulfil the functional role of IKKβ^52^.

Activation of Toll followed by the phosphorylation and degradation of Cactus/IκB^38,53^ frees Dorsal/NFκB to enter the nucleus and begin transcription^54–57^. Once inside the nucleus, Dorsal activates or represses a wide variety of genes, including key developmental regulators *decapentaplegic, zerknüllt, twist,* and *snail,* which pattern much of the rest of the embryo^7,58^. Although the centrality of Toll signaling for D/V patterning has long been established, not much is known about signaling cross talk between the Toll pathway and the EGFR/Ras/Raf pathway in early embryogenesis. The canonical functions of Raf require the MAPK cascade, but there are some examples where Raf functions independently^59–62^. Here, we turn to examining the role Raf plays in early patterning events that do not coincide with previously defined domains of MAPK activity by analyzing new mutants.

## Results

### A dorsalizing *Raf* mutation

To identify genes involved in D/V patterning, we screened a new library of molecularly defined mutations for defects in axis formation^63^. ~ 2000 X-chromosome mutants were independently crossed to generate maternally and zygotically mutant embryos and screened for patterning defects by cuticle phenotypes^64–66^. We discovered a strong dorsalizing mutation (926, Fig. 1D) that mapped through complementation analysis (using molecularly defined duplications covering the X-chromosome P[acman]^67^) to a chromosomal region containing the *Raf* gene. Molecular analysis showed that the *Raf*^*926*^ DNA sequence contained a deletion of 17 nucleotides beginning at the 479th nucleotide of the protein-coding region. This lesion created a frame shift in the coding sequence, leading to a premature stop codon before the second and third conserved domains, in addition to deleting the majority of the first conserved domain (Fig. 1A). This deletion was predicted to be a strong loss of function allele as the stop codon eliminates most of the Ras-binding domain (RBD) in conserved region 1 (CR1), the negative regulatory domain (NRD) in CR2 and the protein kinase domain in CR3. We were unable to detect mRNA or to make cDNA, likely as a result of nonsense mediated decay^68^. The stop codon is in a similar location to the strong, amorphic Class 1 alleles of *Raf* reported^18^. To confirm that the allele was a loss of function allele and not a dominant negative allele, we cloned genomic DNA from *Raf*^*926*^ into an overexpression construct tagged with mCherry. Overexpression did not show a phenotype in embryonic patterning and development proceeded normally (Combined Videos 1, Video 1). Although the textbook definition of disrupted EGF signaling mentions dorsalization (*Drosophila* Redbook^13^), previous analyses of Raf mutants did not focus on the ventral most cell fates. We proceeded to test more Raf mutants such as the point mutants *Raf*^*A*^ and *Raf*^*B*^, but these did not produce embryos suggesting oogenesis was disrupted^63,69^. To overcome this limitation, we turned to a CRISPR/Cas9 approach where maternally expressed Cas9 drives gRNA directed mutations in the *Raf* gene^70^. As the CRISPR/Cas9 system introduces mutations randomly and at different developmental timepoints, we observed a variety of phenotypes including dorsalized embryos as shown by the presence of dorsal hairs (S. Fig. 1A–F) as well as other patterning phenotypes, which likely depend on the timing of the induced genetic lesion.

**Figure 1:**
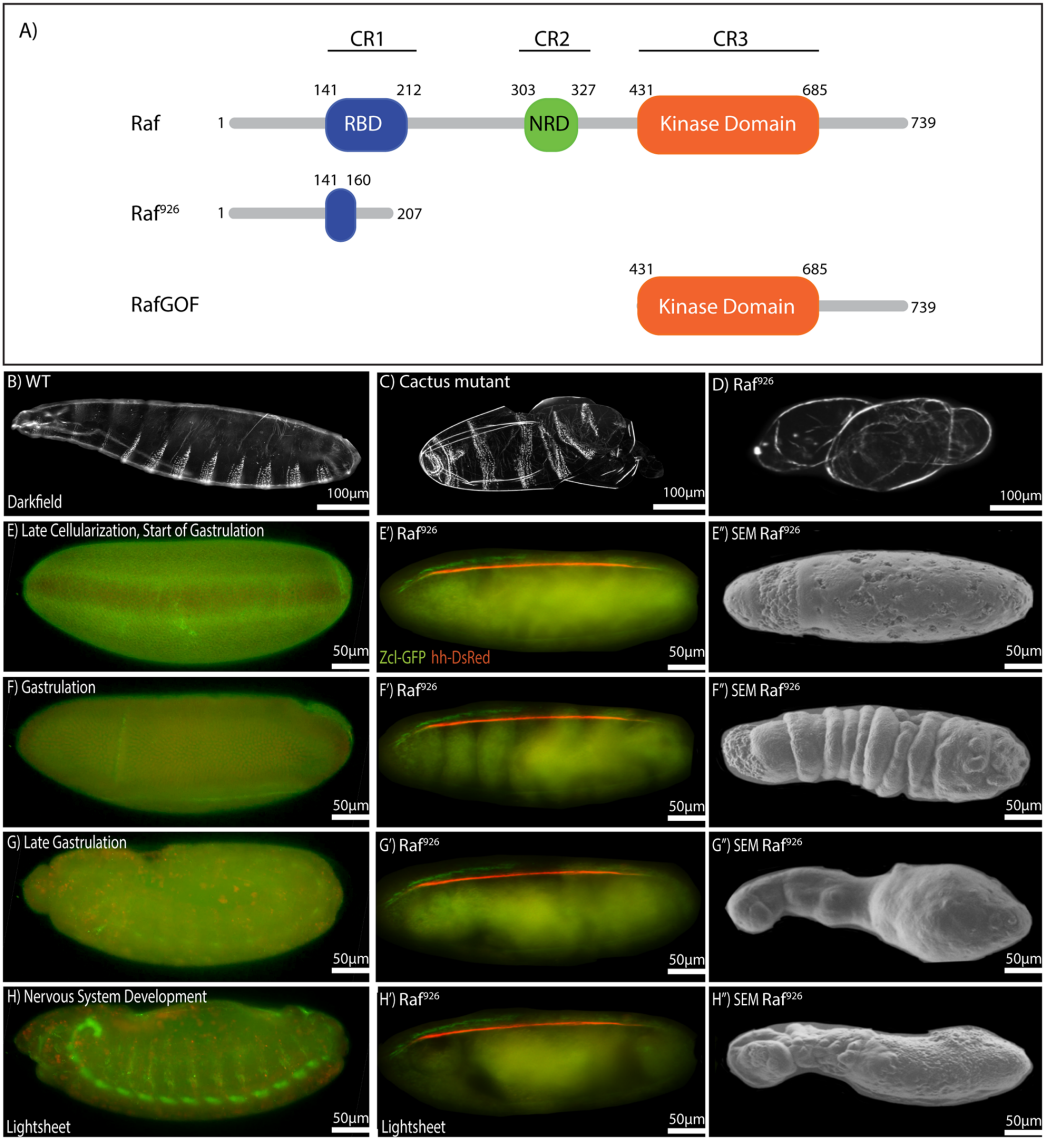
Schematic illustration, cuticular phenotype and developmental progression of *Raf*^*926*^ mutant embryo. (**A**) Domain organization of *Drosophila Raf, Raf*^*926*^ and *Raf*^*GOF*^. Raf protein contains the Ras-binding domain (RBD) in conserved region 1 (CR1), negative regulatory domain (NRD) in CR2 and protein kinase domain in CR3, with a total length of 739 amino acids. Raf^926^ comprised of an altered RBD with 207 amino acids in total due to a deletion of 17 nucleotides which resulted in a frameshift and premature stop codon. Raf^GOF^ contains the kinase domain only, with total length of 309 amino acids. Dark field micrographs of the cuticles of wild type embryo showing normal distribution of ventral denticles and dorsal hair (**B**), a *cactus*^*1*^ mutant embryo showing strongly ventralized phenotype with ventral denticles expression among the dorsal hair (**C**) and *Raf*^*926*^ mutant embryo showing a strongly dorsalized phenotype with elongated, tube-like, twisted body entirely covered by dorsal hair (**D**). (**E**–**H**) Still images of developmental stages of a wild-type embryo to be compared to still images of developmental stages of *Raf*^*926*^ embryo from lightsheet (**E′**–**H′**) and scanning electron microscope (SEM) (**E″**–**H″**). *Raf*^*926*^ embryos develop normally up to cellularization stage. Defective gastrulation is characterized by frequent twisting, elongation of twisted segments, fusions of segments into three main sacs, followed by tissue death. Embryo was visualised with Utrophin-GFP and Histone-RFP, with anterior to the left. Stills were extracted from Video 3.

The prototypical dorsalizing mutations such as *dorsal* and *Toll* show an elongated, tube-like embryo that twists within the eggshell and lacks all ventral features such as denticles^2,71^. *Raf*^*926*^ showed a similar highly-dorsalized phenotype where the embryos appear to twist around themselves and fail to develop ventral structures such as denticles (Fig. 1D). Although the twisting phenotype could vary in severity, the maternal effect mutation was 100% penetrant and could not be rescued by paternal contribution. As EGF is involved in oocyte patterning, we inspected ovarioles and egg morphology to determine if any abnormalities were present^32,72^. We observed that ovarioles were unaffected and oocytes developed standard shape and polarity including normal dorsal appendages. We concluded that the embryonic phenotype was not due to defects in oogenesis, but rather was due to altered signaling in embryogenesis.

To observe early developmental stages of these mutants, we used a live imaging approach through lightsheet microscopy^73,74^. *Raf*^*926*^ embryos appear morphologically normal through the cellularization stage (Fig. 1E) but begin to show abnormalities during the first process of gastrulation (Fig. 1F), where no ventral furrow is formed. Without a ventral furrow, cells cannot enter the interior of the embryo to form the mesoderm, and the cell movements of gastrulation in dorsalized embryos become unpredictable (Fig. 1G,H, Combined Video 1, Videos 2 and 3 compared to wild-type Video 4). Nevertheless, we looked at the various stages from live imaging and compared these to fixed embryos in scanning electron microscopy to show the various stages of tissue movements (Fig. 1E–H, Video 3). These showed a twisting and elongation of the ectodermal tissue (Fig. 1E–H) without the ventral denticle structures that would be seen in a ventralizing mutation such as *cactus* (Fig. 1C). It is important to point out that developmental stages in fixed embryos could not be readily established as the normal hallmarks of gastrulation such as ventral and cephalic furrows and germband extension were disrupted.

The primary ventral feature in early stages of gastrulation is the ventral furrow. It is one of the first morphogenetic events of gastrulation and leads to the internalization of mesodermal precursors. Gastrulation starts immediately after cellularization and results in a furrow along the ventral midline^75^. Apical constriction occurs in a 12 cell-wide region surrounding the ventral midline, and these midventral cells then drag three rows of cells on each side towards the ventral midline. As the midventral cells continue to contract, neighboring lateral cells are continuously dragged into the furrow^76,77^. To determine whether *Raf* loss-of-function could cause disruptions to ventral development during pre- to early gastrulation, we looked at brightfield Videos to follow development of the ventral side of *Raf*^*926*^ embryos starting from before stage 5 to stages 6 or 7. Both wildtype and *Raf*^*926*^ appeared similar during cellularization (Combined Video 2, Compare Video 5 to Video 6, Still Images in S. Fig. 2A–D), but after cellularization, the wildtype embryo formed a clear ventral furrow whereas *Raf*^*926*^ did not (Video 6, Still Images in S. Fig. 2A–D).

Given the early role of EGFR signaling in terminal structure patterning (downstream of *torso* and *torsolike*^19,78^), we investigated whether disrupted anterior to posterior (A/P) patterning could explain the loss of the ventral furrow. *Raf* mutants show a loss of terminal A/P structures as well as D/V patterning defects^17,18,79^. To confirm that the lack of ventral furrow was not due to anteroposterior defects caused by Raf’s other role, we used the triple-mutant *bicoid*, *nanos*, *torso-like* (*bnt*) which lacks anteroposterior patterning^80^. Much like wildtype embryos, *bnt* triple mutants developed a ventral furrow (Video 7, Still Images in S. Fig. 2A–D). The presence of ventral furrows in *bnt* and the absence of ventral furrows in *Raf*^*926*^ mutants suggested a role for Raf in ventral morphogenic events that cannot be accounted for by abnormal anterior/posterior patterning.

### Transcriptional analysis of ***Raf***^***926***^ mutants identifies changes in key D/V processes and pathways

The EGFR signaling pathway has not previously been associated with ventral cell fates and previous studies have not detected phosphorylated ERK in ventral cells^8,81^. *Raf*^*926*^ mutants do not make a ventral furrow preventing standard staining or in situ RNA hybridization from being informative. 

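The RNA-seq comprised 6 samples, with 3 biological replicates of embryos from *Raf926* germline clones and 3 of WT embryos. Each sample was mRNA of a mixed-stage collection. The methods give 0 to 12 h after deposition at 18 °C, while the sample records give 24 h of egg laying at 25 °C. The 2 statements conflict, and no test here decided between them. Every WT replicate held transcripts of differentiated muscle and neurons (29240 or more counts of *Mhc* and 1076 or more of *nSyb*). Embryos old enough to express these genes were therefore among those collected. The authors aligned the reads to the BDGP6.22 annotation (Ensembl 97) with STAR and deposited the expected counts per gene that RSEM estimated, without normalization. RSEM divides reads that match several genes between them, so 11.5% of the expected counts were not whole numbers. They were rounded to whole counts before testing. The total expected count was 34774771, 35441376 and 38120428 in the WT replicates (median 35441376) and 33275401, 37426014 and 37294231 in the *Raf926* replicates (median 37294231). The methods state a sequencing depth of 40 M reads per sample. The values used here rest on the deposited totals. Mitochondrial large rRNA took between 6.1% and 9.44% of the counts of each sample. As in the paper's methods, the 390 genes annotated as rRNA, snoRNA or snRNA were removed, together with genes with fewer than 10 counts on average over all samples. Counts were normalized by edgeR's TMM method, with factors between 1.03 and 1.11 in WT and between 0.931 and 0.937 in *Raf926*. The 2 genotypes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in place of the DESeq2 Wald test of the paper, which was run as an alternative. Normalized counts are expected counts scaled by TMM to the mean library size. A gene was called differentially expressed at an adjusted p under 0.1 and a fold change over 1.5, the paper's thresholds. No pair of replicates held the same values. The chi-square statistic of their counts per degree of freedom was between 27.8 and 81.4 within a genotype and 354.2 or more between genotypes. With 3 samples against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.1.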

To overcome this limitation, we investigated the transcriptional changes occurring in *Raf*^*926*^ mutants during early embryogenesis stages (Staged from 0 to 12 h post egg laying). We collected and sequenced mRNA from *Raf*^*926*^ maternally mutant embryos and compared their transcriptional profiles to wild type (WT) embryos (S. Fig. 3A). 

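*Raf* (FBgn0003079) lies on the plus strand of chromosome X of BDGP6.54, from 2295466 to 2343870. In that annotation its transcripts Raf-RA and Raf-RE share a coding region of 739 codons in 5 coding exons. The 17 nucleotides from the 479th of the coding region, which *Raf926* lacks, lie in coding exon 2 (2341178 to 2342139), at 2341493 to 2341509, and begin in codon 160. The normalized counts of *Raf* were 2549, 2947 and 2193 in the WT replicates and 1207, 1405 and 1553 in the *Raf926* replicates. The means were 2563 ± 377 (SD, n = 3) and 1388 ± 174 (SD, n = 3), so that *Raf926* embryos held 54.2% of the WT counts. The log2 fold change was −0.88 (standard error 0.15, adjusted p = 0.0016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every *Raf926* replicate was below every WT replicate (exact permutation test, two-sided, p = 0.1). With each sample left out in turn, the log2 fold change stayed between −0.98 and −0.79. Scaling by library size alone, without TMM, moved it most, to −1.08 or 47.4% of WT.

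**Figure D1:**
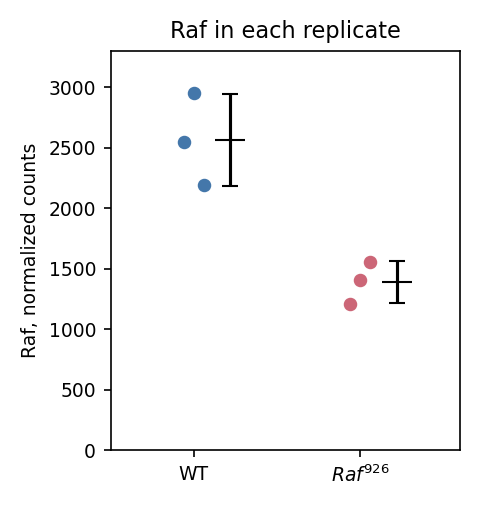
Normalized counts of *Raf* (y axis) in each of the 3 WT and 3 *Raf926* replicates (points), with the mean and SD of each genotype beside them. The *Raf926* replicates lie between 1207 and 1553 and the WT replicates between 2193 and 2947.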

As expected, total Raf expression was reduced by more than half (S. Fig. 3B) as expected for embryos maternally deficient for Raf crossed to hemizygous males. 

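Of the 11568 genes tested, 5747 were differentially expressed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 2631 upregulated and 3116 downregulated in *Raf926* embryos. The replicates of the genotypes did not overlap for 5578 of these genes. Over all genes tested this was so for 68.5%, where chance gives 10%. With each sample left out in turn, between 5422 and 5703 genes were called, and 4550 of the 5747 were called in each of these 6 fits. Only 1 of the 5747 changed sign in any of them. The DESeq2 Wald test called 5516 genes, 2572 up and 2944 down, of which 5479 were among the 5747. Dropping the fold change threshold moved the count most, to 7712 genes. Scaling by library size alone left the count at 5800, but with 1967 up and 3833 down, and shifted the median log2 fold change of all genes by −0.20. The replicates of both genotypes carry the numbers 1 to 3. Same-numbered samples did not deviate together from their group means, with a mean correlation of −0.145 across genes, which are not independent replicates. With the replicate number as a block, 5493 genes were called, 2536 up and 2957 down. The part of Supplementary Table 1 that was read lists the genes with the paper's smallest adjusted p-values. Of these 1999 genes, all 1999 changed in the direction the paper reports, and 1996 were called here. Among genes with at least 100 normalized counts on average and no overlap, the largest falls were those of *nur*, *CG14756*, *CG13051*, *Ccp84Ae* and *CG32189*. All 3 *Raf926* replicates had 3 or fewer counts of each. Against that floor of 3 counts, *nur* was at least 4795-fold lower than its WT mean of 14384 normalized counts, and *CG32189* at least 121-fold lower. The largest rises were those of *sordd2*, *CG18735*, *TwdlH*, *Fbp1* and *CG46312*. *TwdlH* rose from 5.80 ± 4.44 to 1922 ± 209.8 normalized counts (SD, n = 3 each) and *Fbp1* from 11.9 ± 4.42 to 2213 ± 356 (SD, n = 3 each).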

We found that 5611 genes were significantly differentially expressed (FDR < 10%, fold change > 1.5), with 2593 genes upregulated in *Raf*^*926*^ mutant embryos and 3018 downregulated compared to WT (Fig. 2A, Supplemental Table 1).

**Figure 2:**
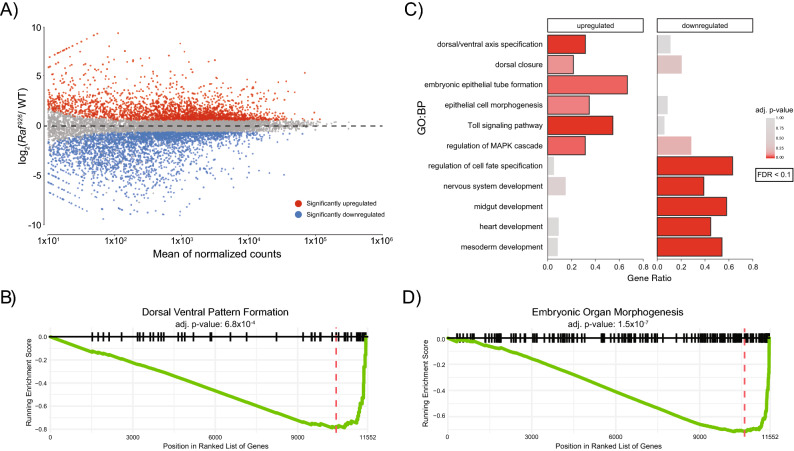
Transcriptional profiling of WT, *Raf*^*926*^ embryos identifies significant differences in the expression of genes involved in Dorsal/Ventral patterning, organogenesis and the Toll pathway. (**A**) MA-plot shows a large number of genes are significantly differentially expressed between *Raf*^*926*^ mutant and WT embryos (three biological replicates per condition). (**B**) GSEA identifies that genes annotated as involved in dorsal–ventral pattern formation are altered in *Raf*^*926*^ mutants. (**C**) GO Biological Process (GO:BP) enrichment analysis identifies that the significant up- and downregulated genes are enriched for distinct processes. (**D**) GSEA identifies that genes are involved in embryonic organ morphogenesis and perturbed in *Raf*^*926*^ mutants.

The expression of genes involved in dorsal–ventral pattern formation was significantly dysregulated in *Raf*^*926*^ mutants (Fig. 2B). 

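The 11568 genes tested were ordered by log2 fold change from the lowest (rank 1) to the highest. Of the dorsal–ventral patterning genes named in the paper, those of ventral and lateral cells lay toward the low end. The mesoderm determinant *twi* was at rank 12 and the neuroectoderm gene *ind* at rank 100. *sog* was at rank 585, *vnd* at rank 587, *brk* at rank 728, *sna* at rank 1035 and *rho* at rank 1382. Of the genes of dorsal cells, *Ance* was at rank 9074, *tup* at rank 9489, *pnr* at rank 10122, *zen* at rank 10179 and *C15* at rank 10801, but *Doc1* was at rank 2127 and was called downregulated. *dpp* was at rank 6626, with a log2 fold change of 0.11 (standard error 0.14, adjusted p = 0.52 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its sign changed with the scaling, to −0.087 with library size alone. *zen* was not called (adjusted p = 0.103 from the same test). The gene sets used for the paper's enrichment tests were not analysed here.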

Genes that were upregulated in *Raf*^*926*^ mutants were enriched for processes associated with ectoderm, including epithelial cell morphogenesis (FDR < 10%, Fig. 2C). 

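Among the upregulated genes were genes of chitin and of the epidermal and tracheal matrix. A list of chitin, tracheal and epidermal genes, written before the data were examined, held 5 genes. Of these, 4 were called upregulated (*kkv*, *knk*, *serp* and *verm*). *Alas*, which is not itself a gene of chitin or matrix, was not changed. *verm*, a chitin deacetylase, had 9389 ± 2385 normalized counts in WT and 60137 ± 9239.9 in *Raf926* embryos (SD, n = 3 each). Its log2 fold change was 2.68 (standard error 0.20, adjusted p = 6.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and that of its paralog *serp* was 2.75. The log2 fold change of the chitin synthase gene *kkv* was 1.20 and that of *knk* was 1.78. These 4 calls held under library-size scaling, upper-quartile scaling and the replicate block. Of the 92 genes tested in the cuticle protein families Twdl, Cpr and Lcp, 45 were upregulated and 34 downregulated. Many of these genes have close paralogs, between which RSEM could have split reads. The gene sets of Fig. 2C were not analysed here.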

The Toll pathway is required for the formation of ventral cells and TGFβ for dorsal cell fates. Surprisingly, we observed that components of the Toll signal transduction pathway were upregulated in *Raf*^*926*^ mutants (Fig. 2C, S. Fig. 3C), but genes believed to be downstream of pathway activation were downregulated (see below). 

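Of the 7 Toll pathway components named in the paper, *spz* and *Tl* were upregulated past the fold change of 1.5. *spz*, which encodes the Toll ligand (chromosome 3R, 27064990 to 27070070 of BDGP6.54), rose from 523 ± 23.0 to 2990.3 ± 137 normalized counts (SD, n = 3 each). This was a log2 fold change of 2.52 (standard error 0.10, adjusted p = 9.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tl*, the receptor gene (3R, 26799041 to 26842403), rose from 18960 ± 1805 to 33653 ± 1887 (SD, n = 3 each). The log2 fold change of *Tl* was 0.83 (standard error 0.10, adjusted p = 0.00041 from the same test). *cact*, *pll*, *tub* and *Myd88* had smaller rises, with log2 fold changes of 0.56, 0.48, 0.47 and 0.46. Their adjusted p-values were between 0.0027 and 0.039, but none passed the fold change of 1.5, a log2 value of 0.585. With library-size scaling these rises shrank to between 0.26 and 0.36, and *tub* was no longer under an adjusted p of 0.1 (0.138), nor with upper-quartile normalization (0.108). Its adjusted p reached 0.109 across the leave-one-out fits. *cact* passed the fold change in 2 of the 6 fits that left out one sample. *dl* itself was at 2889.5 ± 240.5 in WT and 3035 ± 80.6 in *Raf926* (SD, n = 3 each), a difference within the spread between replicates (log2 fold change 0.071, adjusted p = 0.55 from the same test). Its sign changed with library-size scaling, to −0.13. With the replicate number as a block, *spz* and *Tl* were again the 2 components called. Rises were not limited to this pathway. Of 6 maternal transcripts listed beforehand, 5 were called upregulated, with a median log2 fold change of 1.73. Whether the Toll components rose for the same reason, such as a difference in embryo age, was not tested. The KEGG list behind S. Fig. 3C was not analysed here.

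**Figure D2:**
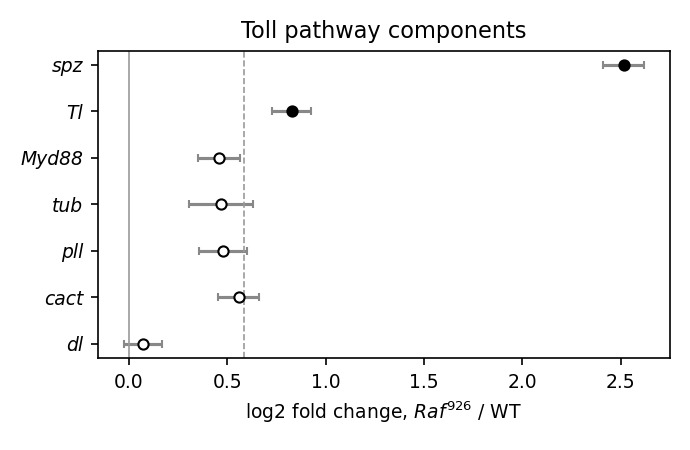
Log2 fold change (x axis, *Raf926* over WT) of the 7 Toll pathway components, with standard errors as bars. Filled points passed both thresholds, the solid line marks 0 and the dashed line the fold change of 1.5. *spz* at 2.52 and *Tl* at 0.83 are the filled points.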

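Genes of differentiated muscle and neurons, listed before the data were examined, were mostly lower in *Raf926* embryos. Of 6 neuronal genes, 5 were called downregulated (*elav*, *nSyb*, *Syt1*, *brp* and *Rdl*) and *para* was not. *elav* fell from 12649 ± 725 to 1885 ± 381 normalized counts (SD, n = 3 each), with a log2 fold change of −2.75 (standard error 0.15, adjusted p = 2.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 9 muscle structural genes, 8 were called downregulated, with a median log2 fold change of −4.28 over the 9. *Tm1* was not changed. Among the called muscle genes, *Raf926* replicate 2 was well above replicates 1 and 3 in *Mhc*, *Mlc1*, *Mlc2*, *up*, *wupA*, *Tm2* and *bt*. The *Raf926* replicates did not differ to that extent in *sls* (1835, 1960 and 1532 normalized counts). *Mhc* had 265, 4159 and 58.05 normalized counts in *Raf926* replicates 1, 2 and 3, against 35734, 28593 and 54370 in WT. The difference between genotypes was larger than this spread (log2 fold change −4.73, standard error 1.35, adjusted p = 0.018 from the same test). Without *Raf926* replicate 2 the log2 fold change of *Mhc* was −7.92. The counts of calls in both lists were the same with the replicate number as a block. The median log2 fold change of the muscle genes moved to −5.63 in that fit.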

Whereas the set of downregulated genes was enriched for processes related to nervous system and mesoderm development (FDR < 10%, Fig. 2C). In addition, GSEA identified genes involved in embryonic organ morphogenesis as dysregulated in *Raf*^*926*^ embryos (Fig. 2D). These results are consistent with the lack of ventral furrow formation as many internal structures would be missing without the generation of a mesoderm in *Raf*^*926*^ mutants.

### Expression changes in ***Raf***^***926***^ mutants are similar to those observed in Toll pathway mutants

To better understand how the transcriptional changes that were observed in *Raf*^*926*^ mutants reflected differences in germ layer formation, we compared the set of differentially expressed genes with those identified in two distinct datasets investigating germ layer formation during early embryonic development. Stathopoulous et al*.* investigated gene expression changes in three distinct early embryonic regions as defined by levels of Toll signaling^82^. They defined the region with high and medium Toll signalling as mesoderm and neuroectoderm respectively, while the dorsal ectoderm was characterized as the region lacking Toll signalling. Marker genes were subsequently identified for each of these regions. We investigated the effect of *Raf*^*926*^ on the expression of these three cohorts of dorsal/ventral patterning markers. The majority of Dorsal targets (15/20) in the mesoderm were significantly downregulated in *Raf*^*926*^ mutants (Fig. 3B, S. Fig. 3C), including the key mesoderm determinants twist (*twi*) and snail (*sna*) (Fig. 3A). 

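All 15 mesoderm genes drawn in Fig. 3B were called downregulated by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper draws its own calls there, so the count shows no stability of its own. The 15 calls held with the adjustment made over the list alone. The log2 fold changes ranged from −8.99 for *twi* to −1.07 for *Mdr49*, with a median of −2.01. *twi* (FBgn0003900; chromosome 2R, 22985374 to 23048325 of BDGP6.54) kept 0.186% of its WT counts, with a standard error of 0.44 on the log2 scale and an adjusted p of 1.5e-05. *sna* (FBgn0003448; 2L, 15476593 to 15478260) kept 18.2%. For *sna* the log2 fold change was −2.46 (standard error 0.22, adjusted p = 0.00012 from the same test). *stumps* and *htl*, which act in the fibroblast growth factor response of the mesoderm, had log2 fold changes of −4.33 and −3.74. *tin* had one of −4.64 and *Mef2* one of −1.90. *Act57B* was the least certain, at −4.91 with a standard error of 1.59, since its normalized counts were 224, 6340 and 26.4 in *Raf926* replicates 1, 2 and 3.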

We next looked at Dorsal targets in the neuroectoderm and found that 15/20 targets were significantly downregulated in the *Raf*^*926*^ mutants (Fig. 3B, S. Fig. 4B). 

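The 15 neuroectoderm genes drawn in Fig. 3B were likewise all called downregulated, over all genes tested and with the adjustment over the list alone. Their median log2 fold change was −2.47. *ths* was closest to the threshold, at −0.61 (standard error 0.11, adjusted p = 0.0024 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called in 4 of the 6 fits that each left out one sample. *Neu2* was at −2.47 with a standard error of 0.78. Its WT replicates ranged from 61.1 to 329.3 normalized counts, and the call was lost in 1 of those 6 fits. The other genes of the list were called in each of the 6 fits. *sim*, a gene of the ventral midline, had a log2 fold change of −5.08, and *l(1)sc* one of −3.15. *Socs36E* and *sca* were among the less changed, at −1.13 and −1.38.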

In particular, the Dpp pathway regulators *sog* and *brk* (Fig. 3A), as well as the neuroectoderm determining transcription factors intermediate neuroblasts defective (*ind*) and ventral nervous system defective (*vnd*) were downregulated. 

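*sog* (chromosome X, 15603283 to 15633434 of BDGP6.54) fell from 2074 ± 375 to 183 ± 10.1 normalized counts (SD, n = 3 each). Its log2 fold change was −3.51 (standard error 0.17, adjusted p = 1.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *brk* (X, 7307939 to 7311132) fell from 2288 ± 387 to 260.2 ± 89.5 (SD, n = 3 each), a log2 fold change of −3.14 (standard error 0.27, adjusted p = 9.7e-05 from the same test). *ind* (3L, 15042799 to 15043924) had 206, 335 and 171 normalized counts in the WT replicates and 2.34, 6.32 and 1.06 in the *Raf926* replicates, a log2 fold change of −6.13 (standard error 0.57). *vnd* (X, 582121 to 598151) fell from 658 ± 106 to 58.1 ± 14.3 (SD, n = 3 each), a log2 fold change of −3.50 (standard error 0.26). No *Raf926* replicate reached the lowest WT replicate for any of these 4 genes, and all 4 were called in each of the 6 fits that left out one sample.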

The third set corresponds to genes that are repressed by Dorsal and as such are expressed on the dorsal side of the embryo which gives rise to the ectoderm. In dorsalized embryos, a condition where no Toll signal is present, these genes increase in expression^82,83^. 

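Of the 8 dorsal ectoderm genes drawn in Fig. 3B, 6 were called upregulated by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These were *Lcp65Ag2*, *C15*, *Sarm*, *pnr*, *tup* and *Ance*, with log2 fold changes of 2.73, 1.82, 1.46, 1.14, 0.80 and 0.67. *pannier* (*pnr*; chromosome 3R, 16026079 to 16041796 of BDGP6.54) rose from 1632.5 ± 176.6 to 3596 ± 671 normalized counts (SD, n = 3 each; standard error of the log2 fold change 0.15, adjusted p = 0.00062). *zerknullt* (*zen*; 3R, 6752864 to 6754194) had 194.3, 115.4 and 88.7 normalized counts in the WT replicates and 563, 215 and 125 in the *Raf926* replicates. Its log2 fold change of 1.18 had a standard error of 0.56 and an adjusted p of 0.103 from the same test, short of the threshold of 0.1. The groups overlapped (exact permutation test, two-sided, p = 0.2). With the adjustment made over the 8 genes alone, 7 were called, *zen* included, which shows no stability, as the genes drawn are part of a longer list tested by the paper. The DESeq2 Wald test called *zen* as well (adjusted p = 0.049), as did the fit with the replicate number as a block (adjusted p = 0.045). Without *Raf926* replicate 1 its log2 fold change was 0.36. *Ance* was not called when scaled by library size alone (log2 fold change 0.47) or with upper-quartile normalization (0.51), and was called in 4 of the 6 fits that each left out one sample. *Doc1* was lower in *Raf926* embryos, with a log2 fold change of −1.16 (standard error 0.20, adjusted p = 0.0021 from the same test).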

We investigated this set of genes and found that 7/13 were significantly upregulated in *Raf*^*926*^ mutants (Fig. 3B, S. Fig. 4A), including key transcription factors involved in dorsal cell fate determination (i.e. pannier (*pnr*) and zerknullt (*zen*), Fig. 3A).

**Figure 3:**
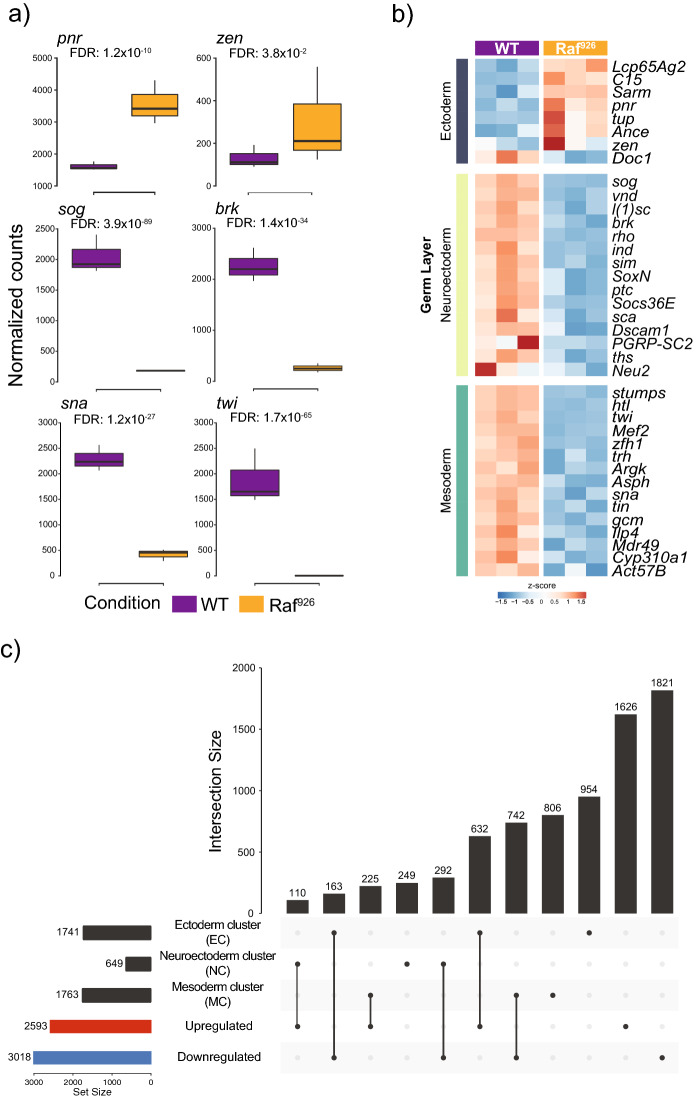
Comparison of expression changes in observed *Raf*^*926*^ mutants with key germ layer marker genes. (**A**) Expression profiles of key germ layer marker genes in WT and *Raf*^*926*^ mutant embryos. (**B**) *Raf*^*926*^ mutants show upregulation of ectoderm marker genes, along with downregulation of neuroectoderm and mesoderm marker genes. (**C**) Upset plot showing the overlap between differentially expressed genes in *Raf*^*926*^ mutant with clusters of gene expression changes observed after generating embryos with only one germ layer after perturbing the Toll pathway (see S. Fig. 3D).

Embryos can be generated which consist of either dorsal ectoderm, neuroectodermal or mesodermal precursor cells using specific mutant lines; gd^7^, Toll^rm9^/^rm10^ and Toll^10b^ respectively. Previously, Koenecke et al*.* characterized the epigenetic and transcriptional landscapes of these mutant embryos^83,84^. Re-analysis of their RNA-sequencing dataset identified 4173 significantly differentially expressed genes (FDR < 10%) which clustered into three distinct groups, each associated with distinct germ layers/mutant lines (S. Fig. 4D,E). We compared each of these clusters with the set of significantly differentially expressed genes observed in the *Raf*^*926*^ mutant RNA-seq analysis (Fig. 3C). There was a significant overlap (N = 629, p < 5 × 10^–4^) between genes upregulated by *Raf*^*926*^ and those genes located in the cluster of genes specifically upregulated in the dorsal ectoderm (EC). The set of genes downregulated by *Raf*^*926*^ significantly overlapped with genes upregulated in neuroectoderm (NC) (N = 292, p < 5 × 10^–4^), and the mesoderm (MC) (N = 739, p < 5 × 10^–4^) (S. Fig. 4A–C,F). This supports that *Raf*^*926*^ mutant embryos are transcriptionally similar to the dorsalized embryos that are generated by perturbing the Toll pathway.

Overall, the transcriptional analysis showed that *Raf*^*926*^ mutants recapitulated the effect of strong loss of function mutants in the Toll pathway with most key mesoderm and neuroectoderm determining genes being significantly downregulated and ectoderm determinants being significantly de-repressed. This pattern of expression changes supports that these are dorsalized embryos, which lack both the mesoderm and neuroectoderm germ layers and are essentially empty epidermal pouches. 

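Across the 38 marker genes drawn in Fig. 3B, the median log2 fold change was 1.16 for the 8 genes of the dorsal ectoderm. For each of the 3 layers the figure draws only part of the genes the paper tested, and for mesoderm and neuroectoderm as many as it called, so the directions of the layers follow at least in part from that choice. Scaling by library size alone lowered this median to 0.96 and the mesoderm median to −2.21, with the directions kept. The paper proposes that *Raf926* embryos are dorsalized and lack mesoderm and neuroectoderm. Besides these expression changes it draws on cuticles, the missing ventral furrow, Dorsal localization, Twist-GFP imaging and the overlap with Toll pathway mutants. The gene clusters of Toll pathway mutants in Fig. 3C were not analysed here.

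**Figure D3:**
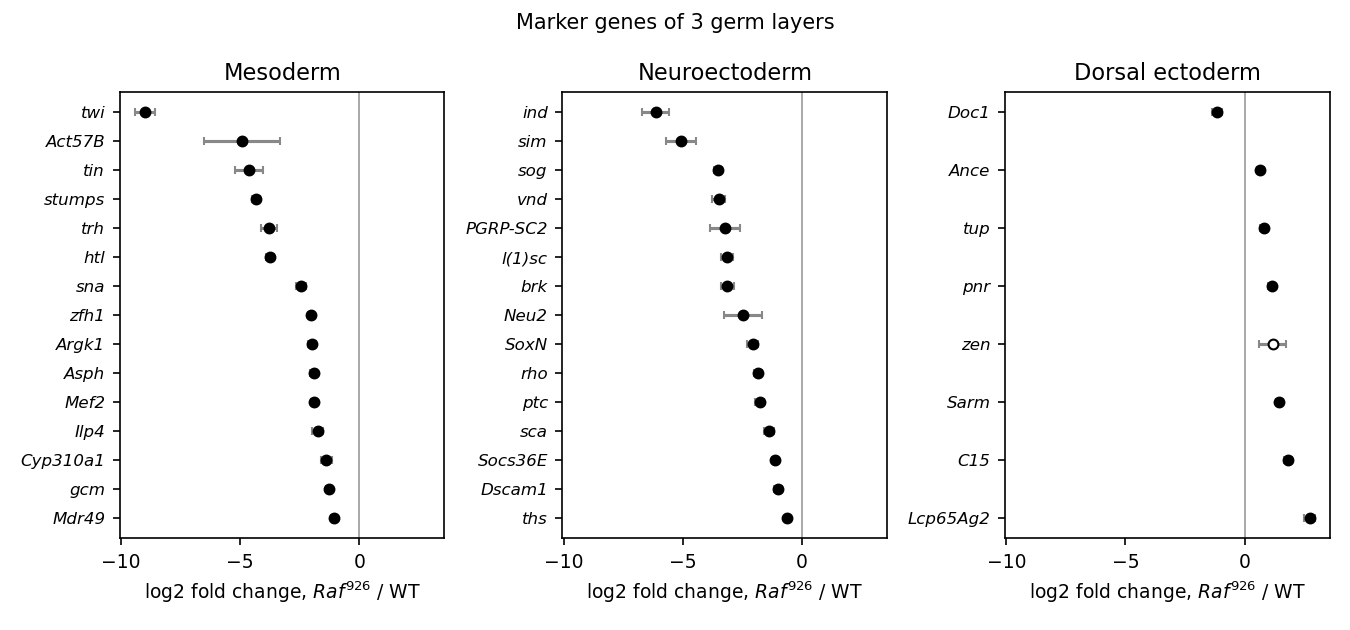
Log2 fold change (x axis, *Raf926* over WT) of the marker genes of mesoderm, neuroectoderm and dorsal ectoderm drawn in Fig. 3B, with standard errors as bars. Filled points passed both thresholds and the open point, *zen*, did not. All 15 mesoderm and 15 neuroectoderm genes lie below 0, and of the 8 dorsal ectoderm genes only *Doc1* does.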

The surprising finding was that despite upregulation of Toll signal transduction pathway genes, the expected transcriptional targets of Dorsal were downregulated suggesting Raf is involved in the pathway or functions in parallel to Dorsal, but is required for full pathway activity.

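Set side by side, the 30 Dorsal targets of mesoderm and neuroectoderm had log2 fold changes with a median of −2.26 and the 7 Toll pathway components a median of 0.48. The 30 targets are those drawn in Fig. 3B as the paper's own calls, so their fall follows from how they were chosen, and the difference between the sets was not tested. With the replicate number as a block, the median of the components was also 0.48. With library-size scaling it was 0.28. The median over 6 listed maternal transcripts was higher, at 1.73, so the rise of the components is not shown to be particular to the pathway.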

### Effect of ***Raf***^***926***^ mutants on Dorsal nuclear localization

Based on the lack of a ventral furrow and the loss of Dorsal induced genes, we turned to D/V patterning pathways to determine the mechanism through which Raf is required for ventral furrow formation. The lack of ventral furrow in *Raf*^*926*^ was very similar to *dorsal* and *Toll* mutants, so we evaluated the activity of the Toll pathway in mutant embryos. The Dorsal protein localizes to the nucleus in a dynamic manner in response to Toll signaling in the ventral cells of pre-gastrulation embryos (Fig. 4A–C,G–I). *Raf*^*926*^ embryos showed a complete exclusion of Dorsal protein from the nucleus in both projection view (Fig. 4D–F) and in cross-section view (Fig. 4J–L), compared with the expected gradient of nuclear localization seen in wild-type embryos in both projection view (Fig. 4A–C) and in cross-section view (Fig. 4G–I). To observe this process in living embryos, we used Dorsal-GFP to image the early stages of Toll pathway activation. In normal development, a gradient of nuclear Dorsal-GFP can be observed before the ventral furrow forms, and the cells at the center of this gradient invaginate to begin ventral furrow formation (Combined Video 3, Videos 8 and 9, Still Images in S. Fig. 5A–E, S. Fig. 6A–E)^85^. We introduced the Dorsal-GFP construct into *Raf*^*926*^ embryos, which showed no discernible nuclear localization on the ventral side (Combined Video 3: Videos 10, 11, 12, Still Images in S. Fig. 5A′–E′,A″–E″ and S. Fig. 6A′–E′). The lack of nuclear Dorsal protein suggested that the dorsalized phenotype was due to a lack of Toll pathway activity despite many pathway components being upregulated (Fig. 2C).

**Figure 4:**
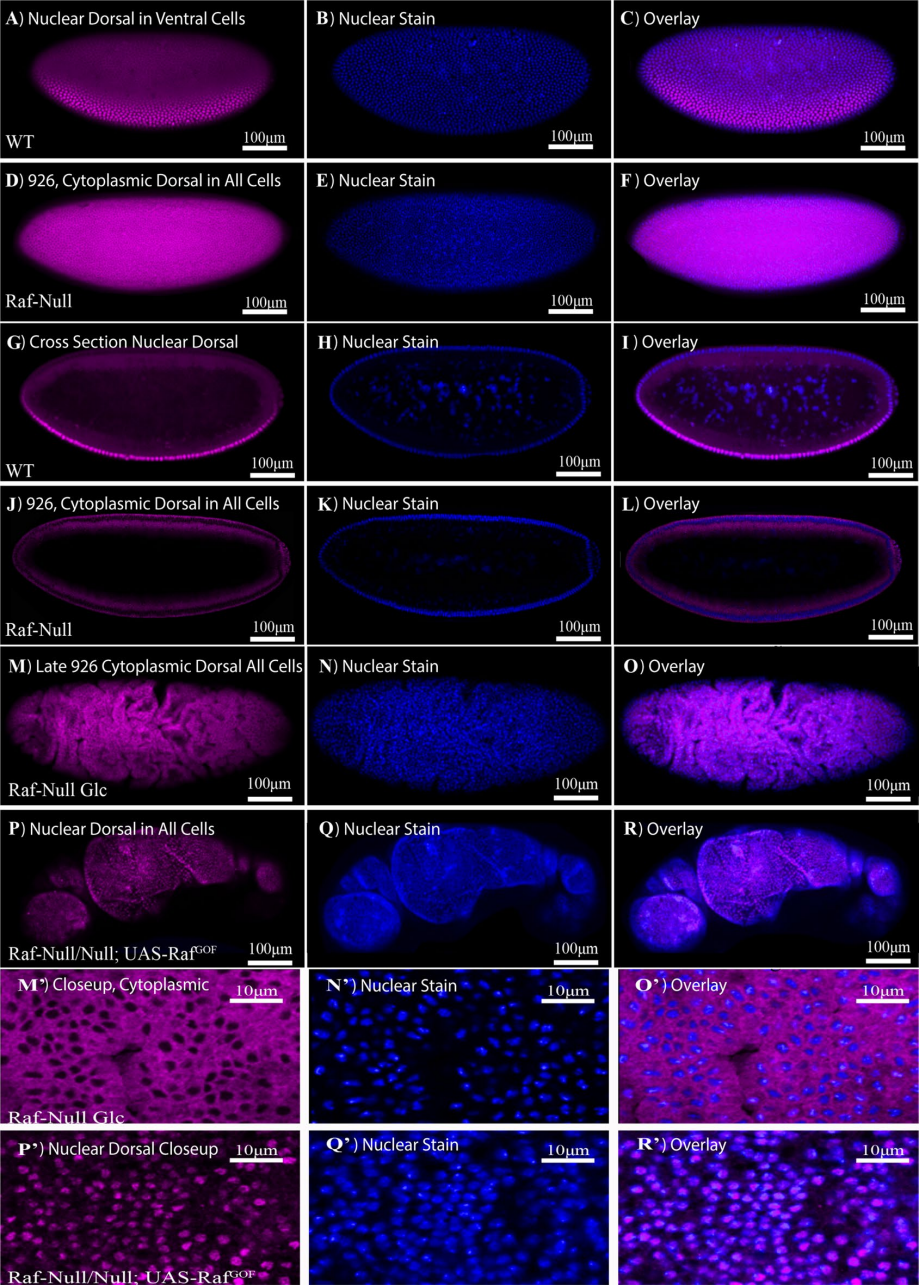
Dorsal nuclear localization in WT, *Raf*^*926*^ embryo and *Raf*^*926*^ embryo expressing *Raf*^*GOF*^. Surface view of the lateral orientation of the wildtype embryo (**A**) undergoing cellularization with a nuclear Dorsal gradient along the dorsal–ventral axis, (**B**) shows the corresponding nuclear stain and (**C**) a merged image. Surface view of the lateral orientation of the *Raf*^*926*^ embryo (**D**) undergoing cellularization with complete exclusion of Dorsal from the nuclei. (**E**) The corresponding nuclear stain and (**F**) a merged image of both. Cross-sectional view of the lateral orientation of the (**G**) wildtype embryo showing the gradient nuclear localization of Dorsal along the dorsal–ventral axis, (**H**) shows the corresponding nuclear stain and (**I**) a merged image of both. Cross-sectional view of *Raf*^*926*^ embryo (**J**) showing the complete exclusion of Dorsal from the nucleus, (**K**) showing the corresponding nuclear stain and (**L**) a merged image of both. Surface view of (**M**, **M′**) *Raf*^*926*^ later stage embryo showing abnormality in development after cellularization and exclusion of Dorsal from the nucleus. The corresponding nuclear stain (**N**, **N′**) and merged images (**O**, **O′**). (**P**, **P′**) *Raf*^*926*^ embryo expressing *Raf*^*GOF*^ showing dorsal nuclear localization. (**Q**, **Q′**) shows the corresponding nuclear stain and (**R**, **R′**) the merged image.

As Raf is not believed to be a Toll pathway component, this finding was unexpected, and suggested genetically that a functional Raf allele was required for ventral Toll pathway activation. This led to a subsequent question: was it also sufficient? We expressed a gain of function Raf transgene in *Raf*^*926*^ embryos to investigate whether Raf alone could induce Dorsal nuclear localization. We observed that expression of Raf^GOF^ (Raf with a constitutively active kinase domain^40^) led to ubiquitous nuclear Dorsal protein in all cells of later embryos (Fig. 4P–R), shown in close-up (Fig. 4P′–R′). No nuclear Dorsal was observed in gastrulating *Raf*^*926*^ embryos not expressing Raf^GOF^ (Fig. 4M–O and in close-up M′–O′). The effect was difficult to observe in pre-gastrulation embryos due to the delay in expression of the GAL4/UAS system, but in later stages the data suggested Raf activity was sufficient to induce Dorsal nuclear localization. This finding was recapitulated in vitro, where in a cell culture model, we verified our in vivo findings in a tightly controlled environment. We designed two signaling sensors, the traditional MAPK cascade target ERK fused to RFP as the control for EGF signaling, and Dorsal fused to RFP as the indicator for Toll signaling. Expression of an activated Ras^V12^ was sufficient to induce both Dorsal and ERK nuclear localization (Fig. 5A–D).

**Figure 5:**
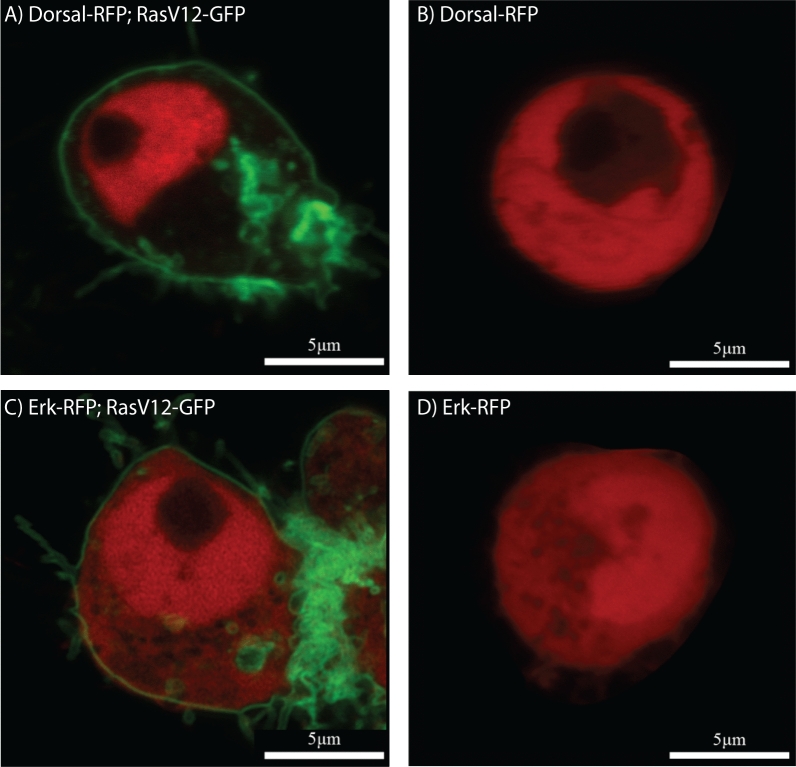
Dorsal and Erk localization in vitro. (**A**) Nuclear localization of Dorsal (red) in S2R+ cell expressing the gain of function Ras^V12^ (green). (**B**) Nuclear exclusion of Dorsal in S2R+ cell in the absence of RasV12 expression. Ubiquitous expression of Erk (red) in both cytoplasm and nucleus of S2R+ cell both (**C**) in the presence and (**D**) absence of Ras^V12^ (green). The black spot in the nucleus in (**A**–**C**) is the nucleolus.

### Raf is required for twist expression and mesoderm development

Ventral furrow cells form the mesoderm after invagination. This process requires an epithelial to mesenchymal transition which is mediated by the *twist* and *snail* genes^86,87^. Twist is first expressed within the presumptive mesoderm located on the ventral side of the embryo^87–90^. It acts with Dorsal to establish the presumptive mesoderm, and once mesoderm differentiation begins, Twist expression is maintained. Twist and Snail then drive mesoderm formation^90,91^. In our transcriptional analysis we observed that the *Raf*^*926*^ mutation showed a significant decrease in the expression of both (Fig. 3A).

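The normalized counts of *twi* were 1669.9, 2600.1 and 1459.5 in the WT replicates and 1.17, 3.16 and 6.33 in the *Raf926* replicates. With each sample left out in turn its log2 fold change stayed between −9.67 and −8.61. *sna* had 2259.5, 2670.5 and 2024 normalized counts in the WT replicates and 457, 298.1 and 512 in the *Raf926* replicates. Its log2 fold change stayed between −2.62 and −2.22. With the replicate number as a block, the log2 fold changes were −8.98 for *twi* and −2.48 for *sna*. Every *Raf926* replicate was below every WT replicate for both genes (exact permutation test, two-sided, p = 0.1 for each, the smallest that 3 samples against 3 allow).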

To fully characterize the effect of Raf on ventral furrow formation, we next looked at the expression of Twist using a live imaging approach. Since the mesoderm is established by ventral cells, Twist in this case acts as a ventral mesoderm marker that gives us insight on how abnormal ventral development in early stages can disrupt late developments of the mesoderm. In a wildtype embryo (Combined Video 4: Video 13, Still Images in S. Fig. 7A–D) the ventral cells developed properly during cellularization and gastrulation, leading to ventral furrow formation and normal mesoderm development, as displayed by twist-GFP’s patterning of the late mesoderm. By contrast, *Raf*^*926*^ embryos lacked twist-GFP signal showing only yolk autofluorescence (Combined Video 4: Videos 14, 15, Still Images in S. Fig. 7A′–D′,A″–D″).

### Early embryonic EGF activation through optogenetics

As seen in the Raf^GOF^ experiments, activating EGF signaling in very early stages of embryogenesis was not possible using the standard Gal4/UAS system. We took advantage of a recently developed model of EGF signaling which uses an optogenetically activatable allele of SOS^92^. A major advantage of Opto-SOS is that expression of the allele alone does not affect flies if they are kept in the dark, so expression can be driven maternally in the F2 generation leading to very early EGF activation. In other words, adult flies expressing Opto-SOS can be obtained as long as they are not exposed to light meaning that eggs laid by Gal4/UAS-Opto-SOS flies will contain maternally deposited mRNA allowing very early expression and activation of SOS before gastrulation by application of blue light (488 mn laser). This has allowed Opto-SOS to be used to study patterning, transcription and morphogenesis^93,94^. A major finding of this work was that hyper-activation of the EGF pathway led to fate switching depending on cumulative ERK activity. Compressive forces moved yolk within the gastrulating embryo leading to popping, or ejection of yolk from the interior of the embryo to the exterior^93^. We used a combination of Gal4 drivers combining a maternal tubulin driver with a constitutive zygotic driver (matαTub-Gal4VP16 and Daughterless-Gal4) to drive early expression of Opto-SOS. We found that *Raf*^*926*^ embryos also showed yolk ejection to the exterior making these embryos very difficult to image at later stages (Combined Video 5, Videos 16–21), and required special preparation for cuticle preparations to remove the unused yolk (Fig. 1). Taking the gain-of-function and loss-of-function findings together suggests that ERK activity is required for a variety of force generating cellular processes during early gastrulation.

The loss of Raf led to a loss of ventral cell fates and to a loss of Twist expression as observed in both RNA-seq (Fig. 3B) and live imaging (Fig. 6A). 

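In the RNA-seq, *huckebein* (*hkb*; chromosome 3R, 4345015 to 4346646 of BDGP6.54) had 936 ± 182 normalized counts in WT and 14.6 ± 4.47 in *Raf926* embryos (SD, n = 3 each). Its log2 fold change was −5.99 (standard error 0.31, adjusted p = 1.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between −6.14 and −5.76 with each sample left out in turn. *WntD* (*wntD*; 3R, 13292052 to 13293198) had 980.2, 1676 and 626 normalized counts in the WT replicates. All *Raf926* replicates had 3 or fewer counts, so that its level was at least 365-fold lower against a floor of 3 counts (adjusted p = 6.0e-05 from the same test). The terminal gene *tll* was lower as well, with a log2 fold change of −2.03. *oc* (*orthodenticle*) was at −2.79. The paper counts it, with *hb*, among the *bicoid* targets that Raf signalling represses, so loss of that repression alone would raise it. *hb*, which is also supplied maternally, was at 3283 ± 559 in WT and 3250.2 ± 403 in *Raf926* (SD, n = 3 each) and did not differ beyond the spread between replicates.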

Activation of Raf through expression of OptoSOS can also inhibit ventral furrow formation through activation of *huckebein* and *WntD*^95^, which we observed to be strongly downregulated in *Raf*^*926*^ embryos (Fold Expression Change log_2_ − 6.00 and − 8.95 respectively, Supplementary Table 1). In contrast to the loss of function condition (S. Fig. 7), OptoSOS expression activated Twist-GFP expression in all cells of the ectoderm (Fig. 6B). These findings taken together with^95^ suggest that Raf hyper activation and loss both affect ventral furrow formation.

**Figure 6:**
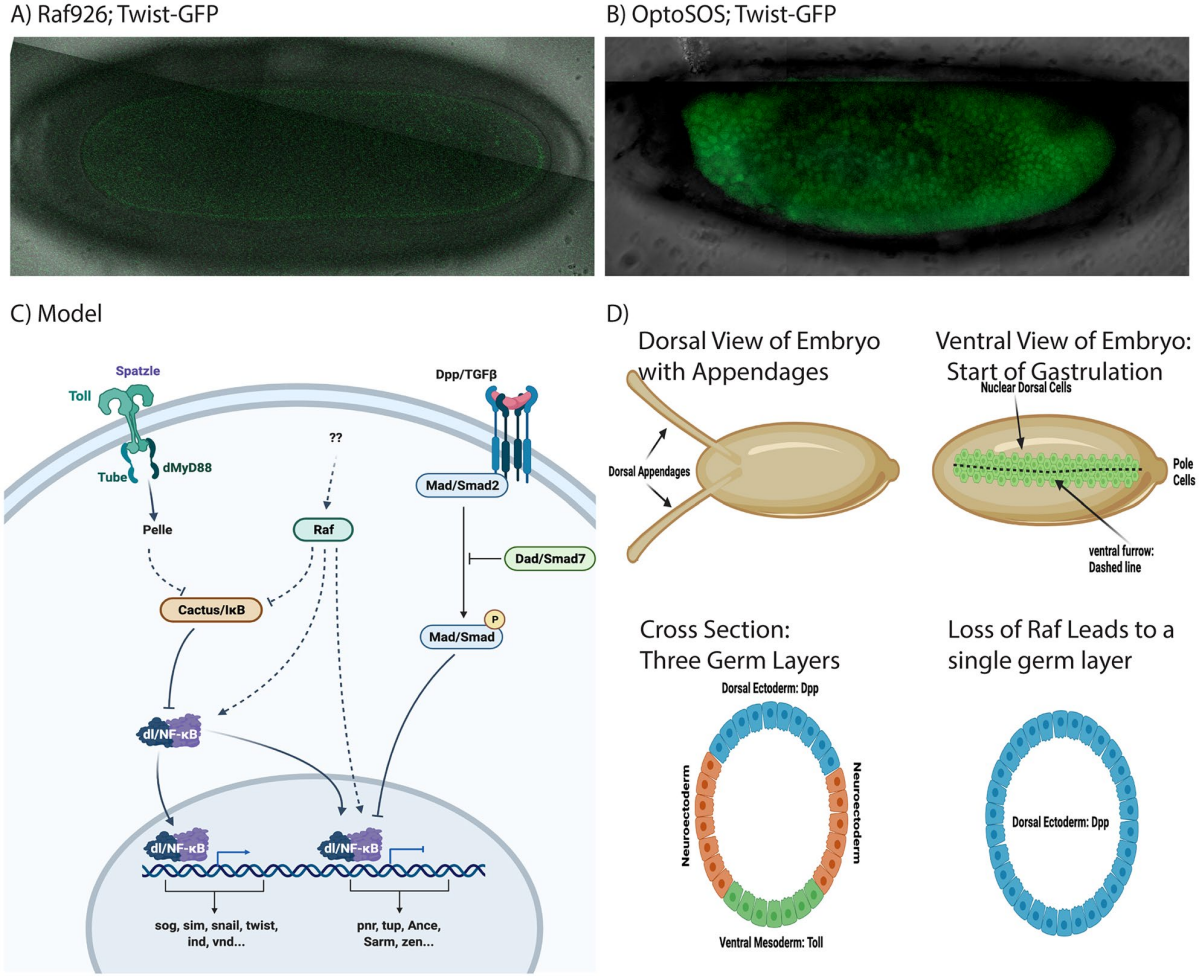
Opto-SOS drives Twist nuclear localization. (**A**) Live, confocal imaging of Twist-GFP expression in a *Raf*^*926*^ embryo shows no expression. (**B**) Activation of Raf using Opto-SOS showed uniform Twist-GFP (**C**). A model for Raf in Dorsal/Ventral signaling. (**D**) Schematic representation of the Dorsal and Ventral sides of Drosophila embryos with dorsal appendages and ventral furrow cells highlighted followed by cross section views of the early germ layers as defined in wildtype and Raf mutants. Figures were drawn on Biorender.com.

## Discussion

Previous studies have revealed the multiple roles of Raf in developing the body axes of *Drosophila*. During oogenesis, Raf functions through Pipe in establishing dorsoventral fates of the egg. Targeted Raf activation in follicle cells is sufficient to dorsalize the eggshell whereas reduced Raf ventralizes the eggshell^40^. During embryogenesis, Raf defines terminal structures and establishes ventral fates of the neuroectoderm. Early maternal/zygotic mutant screens identified *Raf* (*pole hole*) mutants as lacking terminal structures and lacking visible ventral cuticle especially in amorphic alleles inducing mutations in conserved region 1 (Fig. 1A)^17,18,64^. Although previous studies have comprehensively screened and characterized many Raf mutants, no connection between Raf and ventral fate determination has been shown during embryonic development (Fig. 6C,D). We applied a modern screening approach, where a series of mutations were made and characterized through whole genome sequencing^63^, and found a strong mutation in Raf that led to a complete loss of ventral structures. We characterized the *Raf*^*926*^ embryo and established its dorsalized phenotype. We discovered that this phenotype was not due to defective oogenesis and could not be explained completely by defective *torso* signaling.

Most importantly, this Raf function appears to be independent of the MAPK cascade, as there is no evidence of active MAPK in ventral cells. Studies looking at phosphorylated MAPK show activation at the anterior and posterior poles in early stages, lateral activity in early gastrulation and activation in the mesoderm^81^. Interaction of MAPK and Toll pathway has been observed at early stages through Capicua and WntD^96,97^. This suggests that Raf’s function in the most ventral cells is not through MAPK, but could perhaps function through direct phosphorylation of IκB/Cactus^98^ (Fig. 6C) as previous studies into the oncogenic properties of Raf showed that, in mammalian cell culture, Raf regulates NFκB signaling directly by binding and phosphorylating IκB^99^. Raf could act similarly to MAP3K14, also known as NIK (NF-κB inducing Kinase), which cooperates with IKKα in mammals to phosphorylate IκB, thereby activating NF-κB signal^49,50,100^. As Raf is a MAP3K, it could play a similar role in *Drosophila* Toll signalling, but additional investigations into the precise molecular mechanism connecting Raf and the Toll pathway will be required. Alternatively, Raf could function in conjunction with Sterile 20 like kinase in a MAPK-independent, parallel pathway^60,61^.

In short germband insect species, EGF signaling helps to establish dorsoventral polarity^101^, and our results suggest a role for the EGF signaling component Raf in the long germband insect *Drosophila*. EGF signaling is involved in patterning of the oocyte where signaling from the egg to the follicle cells establishes egg polarity^30,102^. In the embryo, EGF’s dorsal–ventral patterning activity is thought to be limited to the neuroectoderm. Both the Toll and EGF pathways are highly conserved in oncogenesis and immune function, and this study presents the first in vivo evidence that EGF and Toll signaling are connected in a normal physiological/developmental system^103–106^. Further characterization of signalling events bridging EGF and Dorsal/NF-κB signalling could yield valuable insight into the regulation of the therapeutically important NF-κB family of proteins and broaden our understanding of how neoplasms which have attained EGF-family mutations interface with the body’s immune surveillance mechanisms.

Limitations of the study: there is a major caveat to this study, in that this this work relies on the *Raf*^*926*^ allele of *Raf,* a novel mutant with phenotypes not previously reported. Although we show that overexpression of the truncated *Raf*^*926*^ fragment tagged with mCherry did not show any obvious dominant negative effects, it is not possible to rule out completely that there are dominant effects of the truncated *Raf*^*926*^ due to possible interference of the mCherry tag. Further, *Raf*^*926*^-mCherry was expressed in an otherwise wild-type *Raf* background, and although duplication mapping did not show lethal second site mutations, it remains possible that non-lethal mutations exist on the chromosome that affect dorsal–ventral patterning. We did attempt to expand the study to other novel *Raf* mutants, but these did not produce embryos, suggesting further studies will be required to understand Raf’s role in embryogenesis by defining true nulls and the mechanism by which the localization of Dorsal is affected by Raf.

## Methods

### Crosses and expression of UAS construct

Maternally mutant eggs were generated by the dominant female sterile technique where balanced mutants are crossed to the dominant female sterile mutation *Ovo*^*D2*^ and recombination is induced using the FLP/FRT method in ovaries^66,107^. The *Ovo*^*D2*^, FRT19A double mutant line was generated by recombining X chromosomes with *Ovo*^*D2*^ and FRT19A in a female rescued for sterility by a second chromosome duplication carrying a wildtype *Ovo* gene (Dp(1;2)w + 64b). Oregon R was used as the wild-type strain. Please see Flybase for further details on mutants used (flybase.bio.indiana.edu). Mutants used: *Raf*^*926*^. For mis-expression experiments, we used a GAL4 driver combining the early expression of the matαTub-Gal4VP16 together with daughterless-Gal4 on the third chromosome (matda-gal4). All X-chromosome mutants use FRT19A. The following crosses were conducted.

1. *w*, *Raf*^*926*^, FRT19A/FM6; matda-gal4/+female x *w*, *ovo*^*D2*^, FRT19A/male
2. *w*, *Raf*^*926*^, FRT19A/*Ovo*^*D2*^, FRT19A female x FM6/male
3. *w*, *Raf*^*926*^, FRT19A/*Ovo*^*D2*^, FRT19A; matda-gal4/+female x UAS-Raf^926^-mCherry, attP2
4. *w*, *Raf*^*926*^, FRT19A/ *Ovo*^*D2*^, FRT19A; matda-gal4/+female x UAS-Raf^GOF^^40^
5. *w*, *Raf*^*926*^, FRT19A/*Ovo*^*D2*^, FRT19A; Dorsal-GFP/+x w; Dorsal-GFP^85^
6. *w*, *Raf*^*926*^, FRT19A/*Ovo*^*D2*^, FRT19A; Twist-GFP/+x w; Twist-GFP^108^
7. *w*, *Raf*^*926*^, FRT19A/*Ovo*^*D2*^, FRT19A x QUAS-GFP, Tubulin-QF2^109^
8. *w*, *Raf*^*926*^, FRT19A/*Ovo*^*D2*^, FRT19A; matda-gal4/+female x Zcl-GFP^110^
9. *w*, *Raf*^*A*^, FRT19A/ *Ovo*^*D2*^, FRT19A^63^
10. *w*, *Raf*^*B*^, FRT19A/ *Ovo*^*D2*^, FRT19A^63^
11. nanos-gal4; UAS-Cas9 female x Raf TRiP- KO guide RNA^70^
12. matda-gal4/UAS-OptoSOS female x w; UAS-OptoSOS^92^
13. matda-gal4/UAS-OptoSOS female x UAS-OptoSOS; Twist-GFP^108^
14. matda-gal4/+female x UAS-Raf^926^-mCherry, attP2 (This study)

For early embryogenesis imaging, the GFP tagged gene was provided both maternally and zygotically to begin expression at the earliest possible stage of embryogenesis. For example, Dorsal-GFP could be observed in the nuclei of cells about to form the ventral furrow (Video 8), but Twist-GFP which is expressed when cells transition to mesoderm could only be observed after ventral furrow formation (Video 13).

X chromosomes were marked with *w*^*1118*^ mutation and the CyO and FM6 balancers were marked GFP to simplify analysis. As mothers were heterozygous for the Gal4 source, maximal rescue is reflected by a drop of phenotype to 50% (only half of the embryos will express Gal4). For all crosses, more than 100 embryos were analyzed in multiple, separate experiments (n > 95). Additional stocks were obtained from the Bloomington stock center including the Q system^111^.

### Mutant, transgene and driver lines

The mutation was genetically mapped on the chromosome X by complementation with deletion/duplication strains, specifically using molecularly defined P[acman] duplications to narrow the source of lethality on the X chromosome^112,113^. It was precisely localized to 3A1-A2 through suppression by P[acman] duplication DC107 which covers Raf’s protein coding exons or the RA splice variant, but not the non-coding regions in the RE splice variant^67^. Additional confirmation was obtained by crossing *Raf*^*926*^ (genetically rescued males carrying the DC107 duplication) to molecularly defined Raf mutations *Raf*^*A*^ and *Raf*^*B*^, which did not complement the lethality. The molecular nature of the *Raf*^*926*^ allele with a deletion of 17 nucleotides (GAGTACGACTATGTGAT) from the 479th nucleotide of the protein-coding region, was found by Sanger sequencing. The genomic DNA was amplified by PCR, sequenced, and the products were cloned into pENTR vectors (Invitrogen) and recombined using Gateway technology (Invitrogen) into pUASg.AttB.mCherry vectors for fly injection^114,115^. The DNA was injected into strains P[CaryP]attP2 68A4 and P[CaryP]attP40 25C6 by BestGene Inc California^116^. For constitutive expression in S2R+ cells, the pDONR vectors were recombined into the Gateway destination vector, pAW (Drosophila Gateway Vector collection, Carnegie Institution), with NH2 terminus flag-tag for Raf, Raf^926^ and Raf^GOF^, HA-tag for Ras, Ras^V12^ and Ras^N17^ and COOH-terminus RFP and GPF-tags for Erk, dorsal and Ras^V12^ constructs used in live imaging. The Toll and Dorsal optogenetic constructs were obtained by gene synthesis and combined with cryptochrome 2 and mCherry cDNA as described in^117^.

Additional genetic testing was done with two further novel Raf point mutants, *Raf*^*A*^ (H546Y) and *Raf*^*B*^ (L163R) obtained from the Bloomington Drosophila Stock Center. CRISPR/Cas9 studies were carried out using Raf TKO.GS00615 gRNA line in combination with a *nanos* Gal4 driven UAS-Cas9^70^.

### Immunofluorescence

Embryos were fixed with Heat-Methanol treatment^118^ or with heptane/4% formaldehyde in phosphate buffer (0.1 M NaPO4 pH 7.4)^119^. The antibodies used were: 1:10 – 1:100 anti-dorsal (mouse mAb, 7A4, Developmental Studies Hybridoma Bank (DSHB) developed under the auspices of the NICHD and maintained by The University of Iowa, Department of Biological Sciences, Iowa City, IA 52242), 1:500 Hoechst 33342 for nuclear staining. Staining, detection and image processing as described in^120^.

### Light-sheet microscopy

Embryos at cellularization stage and earlier (Stages 1–5) were selected using halocarbon oil (Sigma). Embryos were carefully dechorionated using bleach, rinsed twice with water and dried, prior to loading into a capillary filled with 1% low-melting agarose (Sigma). Embryo(s) were then carefully oriented under a dissecting microscope using a thin piece of wire and metal probe such that the embryo was upright with the anterior–posterior axis aligned with the axis or perpendicular to the axis of the glass capillary. The agarose was pushed out of the capillary and the sample was suspended freely in the water-filled sample chamber of the Lightsheet Z1 microscope and imaged with a water immersion objective at 20×.

### Scanning electron microscopy

Formaldehyde fixed embryos (with slight adjustment to the cited method: overnight at 4 °C with rocking; 8 times post-fixation methanol washes) were washed once and re-hydrated with phosphate buffer for 10 min with rocking. Embryos were then applied to a microscopy slide. Phosphate buffer on microscopy slide was removed as much as possible. The slide with embryos was then dried prior to imaging. Imaging was performed with Hitachi TM3030Plus table-top scanning electron microscope at 1000×.

### RNA preparation and RNA-sequencing

Mixed stage embryos, 0–12 h after deposition at 18 °C, were dechorionated in bleach, washed in water and 100% ethanol prior to RNA extraction using the ISOLATE II RNA Mini Kit’s protocol (Bioline, UK). The extracted RNA was quantified using Nanodrop (Thermo Fisher Scientific). Library preparation was performed using 1 µg of total RNA and sequencing was performed using Illumina HiSeq 4000 System (2 × 151 bp read length, 40 million reads per sample) by NovogeneAIT Genomics (Singapore). Three biological replicates were sequenced for each condition.

#### RNA-seq analysis

##### Data processing and QC

RNA-seq was aligned against BDGP6.22 (Ensembl version 97) using STAR v2.7.1a^121^ and quantified using RSEM v1.3.1^122^. Reads annotated as rRNA, snoRNA, or snRNA were removed. Genes which have less than 10 reads mapping on average over all samples were also removed. Differential expression analysis was performed using DESeq2^123^. Pairwise comparisons were performed using a Wald test, with independent filtering. To control for false positives due to multiple comparisons in the genome-wide differential expression analysis, the false discovery rate (FDR) was computed using the Benjamini–Hochberg procedure. For the re-analysis of the RNA-seq dataset from Koenecke et al*.*, all of the above is the same except the version of STAR used was v2.9.1a^121^. The gene-level counts were transformed using a variance-stabilizing transformation, converted to z-scores, and clustered using k-means. The total within-cluster sum of squares distances and the elbow criterion was used to determine the optimal number of clusters (k = 3) in this dataset. The significance of the overlap between the RNA-seq data from Koenecke et al*.* and our dataset was computed using random sampling without replacement. After randomly sampling the respective groups of genes, the numbers of overlaps between the two datasets were plotted on a histogram to visualize the probability distribution. The observed number of overlaps was then compared to this distribution and a p-value was calculated.

##### Functional enrichment analysis

For the analysis of genes upregulated and downregulated in *Raf*^*926*^ mutants (Fig. 2c), Gene Ontology (GO) and KEGG pathway enrichments were performed using EnrichR^124–126^. The GO term and KEGG pathway enrichments of the germ layer clusters from the Koenecke et al. RNA-seq dataset were also performed with EnrichR. Terms with an FDR < 10% were defined as significantly enriched. The gene sets used in the gene set enrichment analysis (GSEA) were obtained from MSigDB^127–129^ via the msigdbr package, and the analysis itself was carried out using clusterProfiler^130^.

### Transfection and protein quantification

Drosophila S2R+ cells were maintained in Schneider’s Drosophila Medium with 10% Fetal Bovine Serum and 1% Penicillin and Streptomycin (Invitrogen). Cells were plated at 80% confluence on 60 mm dish 24 h prior to transfection with relevant constructs using the Effectene Transfection Reagent (Qiagen) according to manufacturer’s instructions. Untransfected cells were used as negative control.

### Live cell confocal microscopy

S2R+ cells were plated on 35 mm glass-bottom dish at 80% confluence and transfected as mentioned. Cells were imaged 24 h after transfection using the Zeiss LSM800 confocal microscope with 63× oil immersion lens. Cells transfected with either Dorsal or Erk were used as negative controls for respective experiments. For live embryo imaging, embryos were processed as for Lightsheet microscopy and mounted in 1% low melting point agarose on glass bottomed petri dishes. Imaging was done on a Zeiss LSM 800 (Carl Zeiss, Germany) using the following settings: 1% laser power for 488 nm; 5% laser power for 561 nm. Images were processed using the ZEN 2014 SP1 software (Carl Zeiss, Germany).

## Supplementary Information

Supplementary Legends.

Supplementary Video 1.

Supplementary Video 2.

Supplementary Video 3.

Supplementary Video 4.

Supplementary Video 5.

Supplementary Figure 1.

Supplementary Figure 2.

Supplementary Figure 3.

Supplementary Figure 3.

Supplementary Figure 4.

Supplementary Figure 5.

Supplementary Figure 6.

Supplementary Figure 7.

Supplementary Table 1.

## Data Availability

RNA-seq data from this study has been deposited to GEO (GSE178187). Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact Nicholas S. Tolwinski ().

# Supplementary material for: A non-canonical Raf function is required for dorsal–ventral patterning during Drosophila embryogenesis
**Source:** Sci Rep. 2022 May 10;12:7684. doi: 10.1038/s41598-022-11699-3
**Supplement:** Supplementary file 1 — Supplementary Legends.

**Video Legends:**

**Combined Video 1. Live imaging of wildtype and *Raf^926^* embryos.**

**(Video 1)** Lightsheet imaging showing that Raf^926^ overexpression (double driver: Arm-Gal4, Daughterless-Gal4>UAS- Raf^926^-mCherry) in an otherwise wildtype embryo does not affect embryonic development.  **(Video 2)** Lightsheet imaging showing severe defects in *Raf^926^* embryo expressing Tubulin-QF2>QUAS-GFP and Daughterless-Gal4>Myr-Tomato. **(Video 3)** Development is severely affected as shown by Utrophin-GFP and Histone-RFP lightsheet imaging of *Raf^926^* embryo.  **(Video 4)** Normal embryonic development as shown by Utrophin-GFP and Histone-RFP lightsheet imaging of an otherwise wildtype embryo.

**Combined Video 2. Brightfield imaging of embryos from cellularization to early gastrulation.**

**(Video 5)** Normal cellularization to ventral furrow development in a wildtype embryo. **(Video 6)** Lack of ventral furrow formation in a *Raf^926^* embryo. (**Video 7)** Ventral furrow formation in a *bicoid, nanos, torsolike* triple mutant embryo, indicating that the absence of anterior to posterior patterning does not affect ventral furrow formation and is different form the *Raf^926^* phenotype.

**Combined Video 3. Confocal imaging of early embryos expressing Dorsal-GFP.**

**(Video 8)** Nuclear localization of Dorsal-GFP on the ventral side of a wildtype embryo expressing Dorsal-GFP. The cells along the ventral midline invaginate to form the ventral furrow. (**Video 9)** Provides a close-up view. (**Video 10)**  No discernible nuclear Dorsal-GFP is present in a *Raf^926^* embryo expressing Dorsal-GFP imaged from cellularization suggesting that the Toll pathway was not properly activated. (**Video 11)** Provides a close-up view. (**Video 12)** Brightfield imaging of the embryo in Video 10 to confirm that embryo was developing.

**Combined Video 4. Confocal imaging of late embryos expressing twist-GFP. (Video 13)** The twist-GFP pattern in the wildtype embryo expressing twist-GFP indicates normal mesoderm development as a result of proper early ventral furrow formation. (**Video 14)** The lack of twist-GFP signal in a *Raf^926^* embryo expressing twist-GFP indicates no proper mesoderm development as a result of the lack of early ventral cell fates and lack of ventral furrow formation. (**Video 15)** Brightfield imaging of the embryo in Movie 14 to confirm that embryo was developing.

**Combined Video 5. Confocal and brightfield imaging of later stage *Raf^926^* embryos.**

**(Video 16)** Brightfield imaging showing yolk movements in *Raf^926^*, **(Video 17)** GFP (Tubulin-QF2>QUAS-GFP) imaging of the same embryo and **(Video 16)** the composite. A second embryo with somewhat different yolk movements **(Video 19-21).**

**Supplementary Figures Legends:**

**Supplementary Figure 1. Cuticular preparations of embryos derived from RafTKO.GS00615 gRNA line combined with *nanos-Gal4* driven UAS-Cas9 showing dorsalized embryos.** (A) and (B) Embryos imaged using a 10X objective, darkfield. (C) and (D) Embryos imaged using a 20X objective, phase contrast. (E) and (F) Embryos imaged using a 40X objective, phase contrast. All embryos display dorsal hairs and do not produce ventral denticles.

**Supplementary Figure 2. Still images from Videos 5-7 (Combined Video 2). (A)** shows wildtype, *bnt (bicoid, nanos, torsolike)*, and *Raf^926^* germ-line clone embryos during cellularization. **(B-D)** show progression after cellularization. Wildtype and *bnt* embryos develop ventral furrows whereas *Raf^926^* embryos do not and instead undergo abnormal twisting and turning during gastrulation.

**Supplementary Figure 3: Analysis of RNA-seq from *Raf^926^* mutant embryos. (A)** Principal component analysis reveals a clear separation between WT and *Raf^926^* embryos, with the first principal component accounting for 92% of the variance. **(B)** Expression of *Raf* is significantly downregulated in *Raf^926^* embryos compared to WT showing less than half the read counts as expected for a maternal effect mutation with heterozygous zygotic expression **(C)** Multiple components of the Toll pathway (KEGG:dme04624) are upregulated in *Raf^926^* mutant compared to WT embryos.

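The principal component analysis used the log2 CPM (TMM, prior count 2) of the 500 most variable genes, centred. PC1 held 90.1% of the variance and PC2 5.475%. The WT replicates lay between −68 and −52.5 on PC1. *Raf926* replicates 1 and 3 lay at 74.1 and 72.1, and *Raf926* replicate 2 nearer to WT, at 32.5. The share of PC1 was 92.8% with DESeq2's variance-stabilizing transformation and 84.55% with all genes tested. It was 95.05% without *Raf926* replicate 2.

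**Figure D4:**
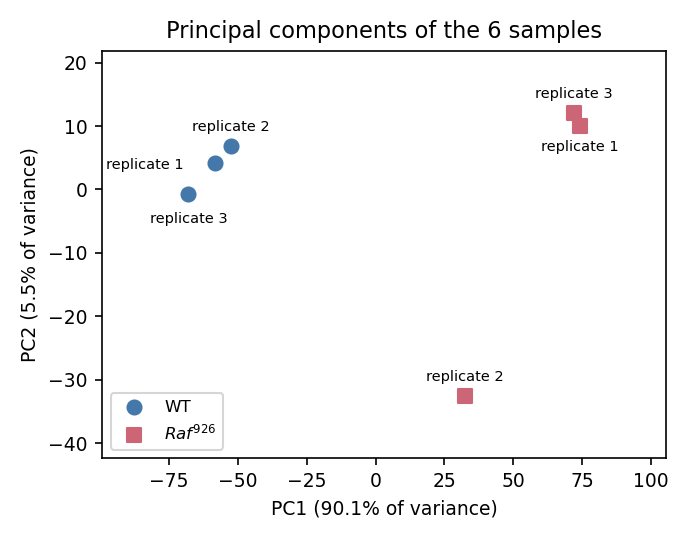
Positions of the 3 WT (circles) and 3 *Raf926* (squares) replicates on PC1 (x axis) and PC2 (y axis), computed from log2 CPM. All WT replicates lie below 0 and all *Raf926* replicates above 0 on PC1, with *Raf926* replicate 2 at 32.5.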

**Supplementary Figure 4: The expression of key germ layer marker genes is affected in *Raf^926^* mutant embryos.** Expression changes of all **(A)** ectoderm, **(B)** neuroectoderm, and **(C)** mesoderm marker genes as proposed by [82] that have detectable expression in our model. **(D)** Re-analysis of RNA-seq data profiling from Knoecke *et al.* identifies three clusters which are associated with both distinct mutations in the Toll pathway and distinct germ layers. **(E)** GO Biological process enrichment analysis show that each cluster is enriched for processes associated with the corresponding germ layer (FDR<0.1). **(F)** Venn diagram highlighting multiple genes upregulated by Raf^926^ mutation overlap with those specific to the ectoderm cluster.

**Supplementary Figure 5. Still images from videos 8, 10, 12 show absence of nuclear Dorsal gradient in live developing *Raf^926^* embryos.** **(A-E)** Surface view of the ventral side of the wildtype embryo expressing Dorsal-GFP from cellularization **(A)** to ventral furrow formation **(B-E)**. Dorsal-GFP is localized in the nucleus. **(A’-E’)** Surface view of the *Raf^926^* embryo expressing Dorsal-GFP from cellularization **(A’)** to early gastrulation **(B’-E’)**, showing no discernible nuclear localization on the ventral side. **(A’’-E’’)** show the corresponding brightfield images of (A’-E’) indicating that the phenotype observed is from a live *Raf^926^* embryo.

**Supplementary Figure 6. Still images from videos 9 and 11 show no nuclear Dorsal in live developing *Raf^926^* embryos.** Close-ups of **(A-E)** surface view of the ventral side of the wildtype embryo expressing Dorsal-GFP from cellularization **(A)** to ventral furrow formation **(B-E)**. Dorsal-GFP is localized in the nucleus. **(A’-E’)** Surface view of the *Raf^926^* embryo expressing Dorsal-GFP from cellularization **(A’)** to early gastrulation **(B’-E’)**, showing no discernible nuclear localization on the ventral side.

**Supplementary Figure 7. Still images from Videos 13-15 show *Raf^926^* embryos fail to develop mesoderm. (A-D)** Late wildtype embryo expressing twist-GFP shows normal mesoderm development. **(A’-D’)** Late *Raf^926^* embryo expressing twist-GFP shows a lack of twist-GFP signal and no proper mesoderm development. **(A’’-D’’)** show the corresponding brightfield images of (A’-D’) indicating that the phenotype observed is from a live *Raf^926^* embryo.

**Supplementary Table 1: Comprehensive list of all gene expression changes discussed in the manuscript.**

How the deposited data were processed for this re-analysis (not part of the article)

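RNA was measured in 6 samples of mixed-stage *Drosophila* embryos, 3 replicates of *Raf926* and 3 of WT. The paper gives a collection of 0 to 12 h at 18 °C and the sample records 24 h at 25 °C, a conflict not settled here. The authors sequenced the libraries, aligned the reads with STAR to BDGP6.22 (Ensembl 97), and deposited the expected counts per gene that RSEM estimated, without normalization. The deposited tables list 17714 genes, and 11.5% of their expected counts are not whole numbers. The authors' tables also give a length per gene, which was used only for a check of gene length, and TPM and FPKM values, which were not used.

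The expected counts were rounded to whole numbers. Gene names, biotypes and coordinates were taken from the BDGP6.54 annotation (Ensembl 115), which matched 17587 of the 17714 gene identifiers. It is a later annotation than the one the authors used. The files give no coordinates, so all coordinates are those of BDGP6.54. The 390 genes annotated as rRNA, snoRNA or snRNA were removed, as were genes with a mean under 10 counts over the 6 samples, which left 11568 genes. Counts were normalized by edgeR's TMM method (edgeR 4.0.16, R 4.3.3) and the genotypes compared by edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic. Genes were called at an adjusted p under 0.1 and a fold change over 1.5. The paper used the DESeq2 Wald test, which was run as an alternative (DESeq2 1.42.0). The dispersion estimated over all genes gave a biological coefficient of variation of 0.238.

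The test was checked on simulated counts with known changes in 197 of 11217 genes. The edgeR test recovered 71.1% of them with 9.09% false calls, and the DESeq2 Wald test recovered 81.7% with 29.4% false calls. With the replicate number as a block, edgeR recovered 66.5% with 12.1% false calls. The simulation was drawn once, from dispersions that edgeR had estimated. It changed a far smaller share of genes than the 5747 of 11568 called in the data. The share of false calls depends on that share, so these percentages do not carry over to the real calls of either test.

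Total expected counts were between 33275401 and 38120428 per sample. A gene with 3 counts, taken as the floor, corresponds to between 0.0787 and 0.0902 CPM. Folds against a group at or under the floor are given as lower bounds. Reads were counted without molecular identifiers, so counting error is a lower limit of the error. The counting is not described as strand-specific, so overlapping and antisense genes are less certain, and reads of near-identical genes could have been split by RSEM.

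The alternatives were DESeq2's size factors, library size alone, upper-quartile normalization, the DESeq2 Wald test, no filter on low counts, edgeR's filterByExpr, the replicate number as a block, each sample left out in turn, a test against the fold change of 1.5 (glmTreat), an FDR of 5% and no fold change threshold. For the principal components they were all filtered genes, the variance-stabilizing transformation, scaling of genes and each sample left out. They were fixed before the data were examined. The replicate numbers of the sample labels, 1 to 3 in each genotype, are the source of the pairing in the block fit. The paper's text does not name them as processed together.

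The genes named are those the paper names in its RNA-seq results or as members of the Toll, EGF/MAPK, Torso and TGFβ pathways, the members of gene lists written beforehand, and the 5 largest rises and 5 largest falls among called genes with at least 100 normalized counts on average and no overlap between genotypes. *sordd1*, *Arc1*, *Arc2* and *byn* were added after their values were seen. The list of adult muscle genes was written after the count tables were opened but before those genes were looked at. The marker lists are the 38 genes drawn in Fig. 3B. The enrichment tests of Fig. 2 and the overlaps of Fig. 3C need gene sets and data that were not analysed here. Figures were drawn with matplotlib 3.10.9.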

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

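The tests on the copy of *sordd2* and on *w* were chosen after the results were seen, and those on the X chromosome and on gene length before. The genes below are the 5 largest rises by the rule set beforehand. The paper's text discusses none of them, and each was above its WT level in all 3 *Raf926* replicates.

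*sordd2* had 3 or fewer counts in each WT replicate and 2387, 2503 and 2579 normalized counts in the *Raf926* replicates, at least 830-fold higher than the floor of 3 counts. *CG18735* was also at or under the floor in WT and had 403, 153 and 123 normalized counts in *Raf926*, at least 75.5-fold higher. The log2 fold changes of *TwdlH*, *Fbp1* and *CG46312* were 8.33, 7.52 and 7.44. *CG46312* varied most between the *Raf926* replicates (255, 67.4 and 530 normalized counts). *sordd2* (15796908 to 15799162) and *CG46312* (15987166 to 15991974) both lie on chromosome X of BDGP6.54.

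A candidate explanation for *sordd2* is that RSEM moved reads to it from its neighbour *sordd1*. In that case *sordd1* would fall if its own level were unchanged, but it rose, with a log2 fold change of 0.66. A rise of *sordd1* itself could hide such a loss, so this does not exclude a wrong split of reads. A second candidate is a strain difference outside the mutation. The gene *w*, whose mutation the mutant chromosome carries in the paper's genotypes, had a log2 fold change of −3.64, so the strains do differ at another known marker, but this does not say whether any of the 5 genes follows the strain or the loss of *Raf*. If the mutant X chromosome as a whole carried linked differences, genes changed more than 8-fold would be more frequent there. They made up 7.38% of the 1884 X-linked genes tested, 7.18% of the 348 genes within 2 Mb of *Raf* and 9.31% of autosomal genes. Gene length was unrelated to the log2 fold change across genes (Spearman rho 0.014; genes are not independent replicates). Normalization is too small an effect, since library-size scaling moved the log2 fold change of *Fbp1* only to 7.32. The rises cannot be told apart from a strain difference. The loss of *Raf* is another explanation, and a difference in embryo age between the collections was not tested for these 5 genes.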

How the results depend on the processing

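The counts of differentially expressed genes stayed within 1.5 times the reported counts under every alternative run. They were lowest with the glmTreat test (4301) and highest without a fold change threshold (7712). Leaving out each sample in turn gave from 5422 to 5703 genes. The split was 2631 up and 3116 down (45.8% up) with TMM, 1967 up and 3833 down (33.9% up) with library size alone, and 2078 up and 3675 down (36.1% up) with upper-quartile normalization. These scalings shifted the median log2 fold change of all genes by −0.20 and −0.16, and 88.4% and 90.4% of the 5747 genes were called under them as well. The replicate block called 5493 genes, with 94.8% of the 5747 among them.

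*Raf* was called downregulated with the other normalizations, the other filters on low counts, the DESeq2 Wald test and the replicate block, and in the 6 fits that each left out one sample. Its adjusted p of 0.0016 also lies under an FDR of 5%, with or without the fold change threshold. Calls of single genes with the glmTreat test were not tabulated. The counts of mesoderm, neuroectoderm and ectoderm markers stayed within 1.5 times the reported ones. Of the Toll components, 2 were called, and 6 without a fold change threshold, as 4 rises were under 1.5-fold.

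The share of variance on PC1 was 84.55% with all filtered genes and 92.8% with the variance-stabilizing transformation, against 90.1%. It ranged from 88.8% to 95.05% across the 6 analyses that each left out one sample, highest without *Raf926* replicate 2.

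Of the 122 named genes with a fold change, 98 kept their direction and their side of the threshold with the other normalizations and filters, the DESeq2 Wald test, the replicate block and each sample left out. The glmTreat test, the FDR of 5% and the omission of the fold change threshold were not part of this count. Over all 1586 values, 33 were weaker, 14 stronger and 18 reversed, in 24 genes. The reversals were in genes not called. With library size alone the log2 fold changes of *dl*, *dpp* and *gcl* were −0.13, −0.087 and −0.069, and with upper-quartile normalization −0.090, −0.048 and −0.031. Across the fits that left out one sample, the log2 fold change ranged from −0.039 to 0.13 for *dl*, −0.13 to 0.062 for *hb*, −0.0040 to 0.24 for *dpp*, −0.15 to 0.039 for *eve*, −0.22 to 0.018 for *hry*, −0.15 to 0.021 for *Tm1*, −0.48 to 0.21 for *para* and −0.16 to 0.10 for *Alas*. Apart from the shift by scaling, the cause was not tested. Genes at or under 3 counts in a genotype have no bounded fold change at this depth.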

Differences from the paper's values

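At the settings used for the reported values, no value differed from the paper's by more than the limits applied. With library size alone, upper-quartile normalization or one sample left out, some log2 fold changes of single genes did. A gene statement and a call differed at the reported settings. The paper states that total *Raf* expression fell past the midpoint of its WT level. Here *Raf926* embryos held 54.2% of the WT counts. Of the alternatives set before the data were examined, library size alone (47.4%) and upper-quartile normalization (48.7%) gave a fall of that size. The others gave between 50.9% and 57.8%.

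The paper counts *zen* among the upregulated ectoderm genes. Here its log2 fold change was 1.18 with an adjusted p of 0.103 from edgeR's quasi-likelihood test, short of the threshold of 0.1. Of the alternatives, the DESeq2 Wald test (adjusted p = 0.049), the replicate block (0.045) and the fits without *Raf926* replicate 2 (0.086) and without *Raf926* replicate 3 (0.032) called it. Over the alternative normalizations, filters, tests and leave-one-out fits its adjusted p ranged from 0.032 to 0.504. With the adjustment made over the 8 ectoderm genes alone it was called as well.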

Other observations

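The tests on wild-type embryos, library size, embryo age and unfertilized eggs, and the comparison of splits, were chosen after the results were seen. The gene list for the test on adult tissue was written after the count tables were opened, but before its genes were looked at.

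Other splits of the 6 samples into 3 and 3 gave no genes past the thresholds. The 5747 genes of the real split were matched by 1 of the 4 splits that part all 3 same-numbered pairs, the real split itself. The other 6 splits part 1 pair each. At an unadjusted p under 0.05, the real split gave 7398 genes and the other splits between 12 and 134. The other splits each mix the genotypes, which adds the difference between them to the spread within groups. As the real split is always counted, 1 of 4 is the lowest share the design allows, so this count cannot tell chance from genotype whatever the values.

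*Raf926* replicate 2 held more of some transcripts that were nearly absent from replicates 1 and 3. Of the 104 genes with at least 500 normalized counts on average in WT and under 2% of that level in replicates 1 and 3, 82 were at 2% or more in replicate 2, with a median over the 104 of 6.77%. The same choice made for replicate 1 found 2 of 24 genes and for replicate 3 found 3 of 25. The 82 include muscle genes such as *Mhc* and *Act57B* and the hindgut gene *byn* (13.5% of WT), which was singled out after its values were seen. A candidate explanation is a share of wild-type embryos in that collection. Then all 104 genes would sit at a similar share, but 22 stayed under 2%, among them *twi*, *wntD*, *nur* and *hkb*. Wild-type embryos of only some ages, or mutant embryos that developed further, cannot be told apart from these counts. Adult tissue would raise the listed adult muscle genes *Act88F*, *fln*, *TpnC4* and *Act79B*, whose summed CPM in replicate 2 was 0.908 times the mean of the other 2 replicates. That sum was low everywhere, but higher in each *Raf926* replicate (2.33 to 3.85) than in any WT replicate (0.892 to 1.41). The ratio therefore concerns only what sets replicate 2 apart. Library size differed little (1.06 times their mean).

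Maternal transcripts and the listed chitin and tracheal genes of the late epidermis were mostly higher in *Raf926* embryos. The median log2 fold change was 1.73 over 6 maternal transcripts, 5 of them called (*exu* 2.71, *osk* 1.97, *swa* 1.88, *nanos* 1.58 and *bcd* 1.24), and *tor* rose by 1.89. WT replicate 3 had the lowest normalized count of WT for each of the 5 called. Cuticle protein families were mixed, with 45 of 92 genes called upregulated and 34 downregulated. The median over the 5 genes listed under chitin, trachea and epidermis, *Alas* included, was 1.78. These medians are the pattern itself, so they do not test whether the *Raf926* collections held older or younger embryos, and other late genes were lower (medians of −4.28 over 9 muscle genes and −1.52 over 6 neuronal genes). The pattern cannot be told apart from a difference in embryo age. Replication-dependent histone genes, also listed beforehand, rose more. Of 111 such genes 7 were tested and 6 called upregulated, with a median log2 fold change of 5.01. No test was made of whether the embryos or the libraries account for that rise. Unfertilized or arrested eggs would lower early zygotic genes together. Of 8 such genes, 5 were called lower (*run* −2.60, *Kr* −2.35, *kni* −2.07, *gt* −1.80 and *ftz* −1.07), while *eve*, *hry* and *odd* were not, so a contribution of such eggs cannot be told apart from regulation of the 5 genes.

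*Arc1*, singled out after its values were seen, had a log2 fold change of 5.42 (standard error 0.43, adjusted p = 7.3e-05 from edgeR's quasi-likelihood test), and its neighbour *Arc2* rose from 87.9 to 1619 normalized counts on average. All 3 *Raf926* replicates were above all WT replicates. The paper's text does not discuss these genes.

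The noncoding RNAs *roX1* and *roX2* had log2 fold changes of −1.81 and −1.17. Of 6 target genes of MAPK signalling listed beforehand, 5 were called lower, among them *sty* (−3.64), *aos* (−2.52) and *pnt* (−2.34). *Egfr* was at −0.98. No explanation was tested for these.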
